# Immunostimulatory RNA leads to functional reprogramming of myeloid-derived suppressor cells in pancreatic cancer

**DOI:** 10.1186/s40425-019-0778-7

**Published:** 2019-11-06

**Authors:** Philipp Metzger, Sabrina V. Kirchleitner, Michael Kluge, Lars M. Koenig, Christine Hörth, Carlotta A. Rambuscheck, Daniel Böhmer, Julia Ahlfeld, Sebastian Kobold, Caroline C. Friedel, Stefan Endres, Max Schnurr, Peter Duewell

**Keywords:** MDSC, Type I IFN, Poly(I:C), MDA5, Pancreatic cancer, Immunotherapy

## Abstract

**Background:**

The tumor microenvironment (TME) combines features of regulatory cytokines and immune cell populations to evade the recognition by the immune system. Myeloid-derived suppressor cells (MDSC) comprise populations of immature myeloid cells in tumor-bearing hosts with a highly immunosuppressive capacity. We could previously identify RIG-I-like helicases (RLH) as targets for the immunotherapy of pancreatic cancer inducing immunogenic tumor cell death and type I interferons (IFN) as key mediators linking innate with adaptive immunity.

**Methods:**

Mice with orthotopically implanted Kras^G12D^ p53^fl/R172H^ Ptf1a-Cre (KPC) pancreatic tumors were treated intravenously with the RLH ligand polyinosinic-polycytidylic acid (poly(I:C)), and the immune cell environment in tumor and spleen was characterized. A comprehensive analysis of the suppressive capacity as well as the whole transcriptomic profile of isolated MDSC subsets was performed. Antigen presentation capability of MDSC from mice with ovalbumin (OVA)-expressing tumors was investigated in T cell proliferation assays. The role of IFN in MDSC function was investigated in *Ifnar1*^*−/−*^ mice.

**Results:**

MDSC were strongly induced in orthotopic KPC-derived pancreatic cancer, and frequencies of MDSC subsets correlated with tumor weight and G-CSF serum levels, whereas other immune cell populations decreased. Administration of the RLH-ligand induced a IFN-driven immune response, with increased activation of T cells and dendritic cells (DC), and a reduced suppressive capacity of both polymorphonuclear (PMN)-MDSC and monocytic (M)-MDSC fractions. Whole transcriptomic analysis confirmed an IFN-driven gene signature of MDSC, a switch from a M2/G2- towards a M1/G1-polarized phenotype, and the induction of genes involved in the antigen presentation machinery. Nevertheless, MDSC failed to present tumor antigen to T cells. Interestingly, we found MDSC with reduced suppressive function in *Ifnar1*-deficient hosts; however, there was a common flaw in immune cell activation, which was reflected by defective immune cell activation and tumor control.

**Conclusions:**

We provide evidence that the treatment with immunostimulatory RNA reprograms the TME of pancreatic cancer by reducing the suppressive activity of MDSC, polarizing myeloid cells into a M1-like state and recruiting DC. We postulate that tumor cell-targeting combination strategies may benefit from RLH-based TME remodeling. In addition, we provide novel insights into the dual role of IFN signaling in MDSC’s suppressive function and provide evidence that host-intrinsic IFN signaling may be critical for MDSC to gain suppressive function during tumor development.

## Background

Pancreatic ductal adenocarcinoma (PDAC) is predicted the second most frequent cause for cancer-associated death in the Western world [1]. However, no immunotherapeutic approach has been approved for PDAC so far [2]. A hallmark of tumors is the immunosuppressive network with the recruitment of immune cell populations that effectively dampen T cell function and promote tumor growth. Thus, there is a great unmet need towards a better understanding of the suppressive tumor microenvironment (TME) and its role for immunotherapeutic failure.

Chronic low-grade inflammation is a known risk factor for carcinogenesis and is involved in desmoplastic conversions characterized by a high infiltration of non-malignant stromal and immune cells [3, 4]. The frequency of peripheral blood myeloid cells correlates with the disease stage of PDAC patients [5] and the infiltration of macrophages, neutrophils and regulatory T cells (T_reg_) into the tumor serves as a negative prognostic marker for survival [6]. Based on immune cell infiltration, tumors can be classified as “cold” tumors, in which immune cell infiltration - especially T cells - is sparse; those tumors mostly fail to respond to immunotherapies [7, 8]. On the other hand, “hot” tumors are densely infiltrated with T cells, which indicates an immunological active TME susceptible for immunotherapy with checkpoint inhibitors. PDAC creates an immune-privileged TME that is characterized by low T cell frequencies that lack functionality to fight cancer cells due to a negative immune regulation in the TME [9, 10]. Along this classification, PDAC is a graving example of a “cold” tumor [11].

An interesting approach for turning “cold” tumors “hot” could be reprogramming of the TME into an immune-permissive state. PDAC show high frequencies of *Kras* mutations with high secretion of growth factors such as granulocyte-macrophage colony-stimulating factor (GM-CSF) and granulocyte colony-stimulating factor (G-CSF), which are responsible for emergency myelopoiesis recruiting myeloid cells into the TME [12, 13]. Myeloid cells, such as monocytes and granulocytes, are pathologically activated by tumor-intrinsic inflammatory signals and acquire T cell suppressive functions [14]. This pathological activation led to the introduction of the functional classification of MDSC into monocytic (M)-MDSC and polymorphonuclear (PMN)-MDSC [15].

MDSC promote tumor growth and metastasis via various mechanisms including PD-L1-dependent direct inhibition of T cell function and amino acid deprivation by arginase-1 and iNOS [15–17]. Macrophages can either be polarized into a pro-inflammatory anti-microbial M1 state or into an anti-inflammatory tissue remodeling M2 state depending on the stimulus [18]. Based on that, similar mechanisms have been proposed for tumor-associated neutrophils (TAN), placing TGF-β as an inducer of tumor-promoting N2 neutrophils [19] and IFN-β as an inducer of anti-tumor N1 neutrophils [20]. Efforts to specifically target MDSC mostly focused on preventing recruitment and function by blocking stem cell or colony-stimulating factors, arginase-1 or the iNOS pathway [21]. Thus, switching myeloid cells from a suppressive into an immune-supporting phenotype might serve as an option for restoring anti-tumor immunity. The FDA-approved vitamin A derivate all-trans retinoic acid (ATRA) has been shown to stimulate myeloid cell maturation into functionally active and T cell-promoting cells, thus, reprogramming the suppressive MDSC phenotype [22]. Another approach is the induction of type I IFN signaling in tumor hosts, which has been demonstrated to reduce the suppressive capacity of myeloid cells [23, 24].

IFN plays a central role in the immunogenicity of tumor cell death and it also seems to directly affect MDSC function [23, 25]. We could previously show that RIG-I-like helicases (RLH) induce a potent IFN-driven immune response with the induction of immunogenic tumor cell death. Stimulation with synthetic RLH ligands led to enhanced cross-presentation of tumor antigen by dendritic cells (DC) and a robust expansion of cytotoxic T cells [26, 27]. RLH ligands have emerged as promising candidates for tumor immunotherapy and have entered phase I/Ib clinical trials for the treatment of advanced solid tumors (NCT03739138, NCT02828098). Moreover, modifications of the RIG-I ligands, combining siRNA-targeted gene silencing with RIG-I activation, have already been evaluated in preclinical models and show enhanced tumor control [28–30].

Here, we aim at characterizing the role of MDSC during RLH-based immunotherapy, using the MDA5/RLH ligand polyinosinic-polycytidylic acid poly(I:C), complexed to PEI (poly(I:C)_c_) for intracellular delivery, in an orthotopic model of pancreatic cancer. Whole transcriptomic analysis of MDSC populations revealed an IFN pathway-enriched gene signature, accompanied by a shift from a M2/G2- towards a M1/G1-polarized phenotype. Using IFN receptor 1 (IFNAR1)-deficient mice, we show that IFNAR signaling may play an important role during MDSC development in tumor-bearing hosts, promoting a suppressive phenotype. Our data provide evidence that re-programming of MDSC via RLH-based immunotherapy contributes to unleashing T cell-mediated tumor control.

## Material and methods

### Mice

Female C57BL/6 mice were obtained from Janvier (France). All mice were kept with a 12-h light/dark cycle, water ad lib. and regular chow diet (sniff, Soest, Germany), at the University of Munich, Munich, Germany. The Kras^G12D^ p53^fl/R172H^ Ptf1a-Cre (KPC)-derived T110299 pancreatic tumor cell line was provided by Prof. Jens Siveke, (University Hospital Essen, Germany), *Ifnar1*^−/−^ mice (*Ifnar1*^*tm1Agt*^) were provided by Prof. Simon Rothenfußer (LMU Munich, Germany). Age- and sex-matched 6–12 weeks old wild type mice and OT-I TCR-transgenic mice (*C57BL/6*^*Tg(TcraTcrb)1100Mjb/J*^) were purchased from Jackson Laboratory (Stock number 003831).

### Cell culture

Primary cells were cultured in RPMI-1640 medium (Sigma-Aldrich, Taufkirchen, Germany), supplemented with 10% fetal calf serum (FCS), 2 mM L-glutamine, 100 U/l penicillin, 0.1 mg/ml streptomycin, 100 mM non-essential amino acids (all gibco®, Thermo Fisher Scientific, Karlsruhe, Germany), 1 mM sodium pyruvate and 50 mM 2-mercaptoethanol (both Sigma Aldrich). Tumor cells were cultured in DMEM high glucose media (Sigma-Aldrich), supplemented with 10% FCS, 2 mM L-glutamine, 100 U/l penicillin and 0.1 mg/ml streptomycin. OVA expression T110299 cell were generated by transfection with the pAc-Neo-OVA plasmid [31] using the Novagen Genejuice® transfection reagent, according to the manufacturer’s instructions. OVA+ T110299 cells were selected with G418 (geneticin). All cells were kept in a humidified incubator at 37 °C and 5% CO_2_. For the assessment of MHC-I expression of explanted tumors, we made use of EpCAM-expressing T110299 tumors cells, which were generated by transducing T110299 cell with a pMXs vector harboring murine EpCAM, thus, allowing labeling with mAb for flow cytometry analysis.

### Orthotopic tumor induction and poly(I:C)_c_ treatment

Orthotopic tumors were induced by surgical implantation, as described before [28]. Briefly, mice were anesthetized and, by surgical incision, the pancreas was carefully mobilized for injection. After the injection of 2 × 10^5^ T110299 cells in 25 μl PBS, the pancreas was relocated and the incision was closed by surgical suture. Mice were monitored daily and distressed mice were sacrificed. For treatment, 50 μg VacciGrade™ HMW polyinosinic-polycytidylic acid (poly(I:C)) (InvivoGen, Toulouse, France) were complexed with in vivo-jetPEI® (VWR International GmbH, Darmstadt, Germany), at a N/P ratio of 6 in 5% glucose solution, according to the manufacturer’s instructions (referred to as poly(I:C)_c_). Mice were treated i.v. at day 18 and 20 after tumor induction with either poly(I:C)_c_ or glucose as control. 6 h after the first treatment cytokine levels of CXCL10 and IL-6 were measured using enzyme-linked immunosorbent assays (ELISA) from R&D systems (Minneapolis, USA). 12 h after the second treatment IFNβ levels were measured using ELISA from R&D systems. On day 14 and day 21 following tumor induction, serum G-CSF levels were measured by ELISA (R&D systems, Bio-Techne GmbH, Wiesbaden-Nordenstadt, Germany). Tumor-free mice served as controls. All other serum cytokines were measured 6 h after the first treatment by multiplex analysis, using a Procarta Plex Mix&Match Panel (Invitrogen, Thermo Fisher Scientific, Karlsruhe, Germany) and a MAGPIX® system (Merck, Darmstadt, Germany), according to the manufacturer’s protocol.

### Cell isolation

Spleens were processed through a 70 μm cell strainer, followed by red blood cell lysis (BD Pharm Lyse™, BD Biosciences, Heidelberg, Germany). Tumor tissue was minced into pieces and mechanically dissociated using the mouse Tumor Dissociation Kit with the gentleMACS™ Dissociator application (both Miltenyi Biotech, Bergisch Gladbach, Germany), according to the manufacturer’s instructions. The cell suspension was separated from tissue debris by sequentially using 100 μm and 70 μm cell strainers. For functional assays, T cells were isolated using the Pan T cell isolation Kit II and stained with 2.5 μM CFSE (Thermo Fisher Scientific, Karlsruhe, Germany) for 4 min at room temperature. For MDSC isolation, the Myeloid-Derived Suppressor Cell Kit was used. Macrophages/TAM were isolated using the anti-F4/80 MicroBeads UltraPure (all Miltenyi Biotec). Cell purity yielded > 95% for T cells, 60 - 95% for macrophages and 75 - 90% for MDSC. For RNA analyses, single cell suspensions were enriched for myeloid cells using the CD11b^+^ MACS kit (Miltenyi Biotec) and stained with Fixable Viability Dye (eBioscience, Frankfurt, Germany), anti-CD45 (clone: 30-F11), anti-CD11b (clone: M1/70), anti-Ly6G (clone: 1A8) and anti-Ly6-C (clone HK1.4; all BioLegend, London, UK) for 30 min on ice. Cells were washed and sorted for CD11b^+^Ly6C^lo^Ly6G^+^ PMN-MDSC or CD11b^+^Ly6C^hi^Ly6G^−^ M-MDSC on a BD FACSAria III (BD Biosciences), yielding mean purities of > 90% (tumor) and > 95% (spleen) (Additional file 1: Figure S3A).

### FACS analysis

Prior to fluorochrome staining, FcRIII/II blocking was performed using the TrueStain fcX™ antibody (Biolegend, London, UK). Cell surface staining was done with anti-CD3 (clone 145-2C11), anti-CD4 (clone GK1.5), anti-CD8 (clone 53–6.7), anti-CD11b (clone M1/70), anti-CD11c (clone N418), anti-CD19 (clone 6D5), anti-CD26 (clone H194–112), anti-CD45 (clone 30-F11), anti-CD69 (clone H1.2F3), anti-CD172a (clone P84), anti-CD206 (clone C068C2), anti-EpCAM (clone G8.8), anti-F4/80 (clone BM8), anti-Ly6C (clone HK1.4), anti-Ly6G (clone 1A8), anti-MHC-I (clone AF6–88.5), anti-MHC-II (clone AF6–120.01), anti-NK1.1 (clone PK136), anti-PD-1 (clone 29F.1A12), anti-PD-L1 (clone 10F.9G2), anti-CD86 (clone GL-1), anti-CD40 (clone 3/23), anti-XCR1 (clone ZET; all BioLegend, London, UK) and anti-CD204 (clone 2F8, Biorad, Munich, Germany) antibodies, and Fixable Viability Dye (Thermo Fisher Scientific, Karlsruhe, Germany) was used to exclude dead cells. The gating strategy is depicted in Additional file 1: Figure S1. Intracellular staining was done for arginase-1 (Polyclonal Sheep IgG; R&D Systems, Minneapolis, USA) using the eBioscience™ FoxP3/Transcription Factor Staining Buffer Kit (Thermo Fisher Scientific, Karlsruhe, Germany). Data were acquired on a BD LSRFortessa system (BD Bioscience, Heidelberg, Germany) and analyzed with FlowJo X software (FLOWJO LLC, Ashland, OR, USA).

### RNA sequencing

RNA from MDSC and tumor tissue was isolated using the QIAzol Lysis buffer together with the RNeasy Kit (Qiagen, Hilden, Germany), according to the manufacturer’s instructions. RNA concentration and rRNA integrity was measured using a Pico 6000 Assay (Agilent Technologies, Ratingen, Germany). RIN values were reached > 7 (Additional file 1: Figure S3A) and total RNA yield was 6.8–350 ng. RNA sequencing library was prepared using the SMARTer® Stranded Total RNA-Seq Kit v2 - Pico-Input Mammalian (Takara, Saint-Germain-en-Laye, France). Briefly, ~ 10 ng RNA was fragmented for 4 min at 94 °C, followed by first-strand cDNA synthesis following adding of Illumina Adapters and Indexes. RNA sequencing library was isolated using AMPure beads, and ribosomal RNA was depleted using ZapRv2 and R-Probes v2. RNAseq library was amplified in 13 cycles and isolated using AMPure beads. 

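Cytokeratin 8 (Krt8) and cytokeratin 18 (Krt18) transcripts in tumor-derived MDSC were expressed as a percentage of their mean CPM, scaled to the library total, in 4 bulk tumor libraries from untreated mice. Bulk tumor held 2256 ± 519 CPM of Krt8 and 1810.2 ± 327 CPM of Krt18 (SD, n = 4). PMN-MDSC from tumors held 3.71% ± 3.42 of the bulk level of Krt8 (SD, n = 8; 0.821 to 10.9%) and 4.28% ± 3.56 of that of Krt18 (1.59 to 12.4%). M-MDSC from tumors held 1.75% ± 1.41 of the bulk level of Krt8 (SD, n = 7; 0.171 to 4.69%) and 1.72% ± 1.01 of that of Krt18 (0.364 to 3.65%). Untreated PMN-MDSC stood at 5.48% ± 4.23 for Krt8 (SD, n = 4) and treated PMN-MDSC at 1.93% ± 1.02 (SD, n = 4). The percentage was under 1% for Krt8 in 1 of 8 PMN-MDSC and 2 of 7 M-MDSC libraries, and for Krt18 in 0 and 1. Taking the median over libraries moved the values of PMN-MDSC most, to 2.58% for Krt8 and 3.02% for Krt18. Leaving out 1 library moved those of M-MDSC most, to 1.26% for Krt8 and 1.40% for Krt18. Bulk tumor contains other cells besides tumor cells, so the percentage of its cytokeratin is not the percentage of tumor cells.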

Mean tumor cell contamination, as determined by expression of cytokeratin 8 or 18, was < 1%, for tumor-derived MDSC populations (Additional file 1: Figure S3B).

### Bioinformatic data analysis

Quality of sequencing reads was assessed using fastQC (http://www.bioinformatics. babraham.ac.uk/projects/fastqc). Reads were mapped against the mouse genome (mm10) and mouse rRNA sequences with ContextMap version 2.7.9 [32], using BWA [33] as internal short read aligner and allowing at most 4 mismatches per read. Number of read fragments per gene were determined in a strand-specific manner from mapped RNA-Seq reads, using featureCounts [34] and Gencode (v16) annotations. Gene expression was quantified as numbers of fragments per kilobase of transcript per million mapped reads (FPKM). Principal component analysis (PCA) was performed in R for all genes with a median FPKM ≥1, for conditions compared. Differential gene expression analysis was performed on gene read counts using DEseq2 for all genes with an average of 25 reads per sample [35]. *P*-values were adjusted for multiple testing using the method by Benjamini and Hochberg [36], and genes with an adjusted *p*-value < 0.001 and at least a 2-fold change in expression (fold-change ≥2 or log2 fold-change ≤1/2) were considered significantly differentially expressed. The RNA-Seq analysis workflow was implemented and run using the workflow management system Watchdog [37]. Gene set enrichment analysis for all genes ranked by gene expression log2 fold-change was performed using GSEA [38] for MSigDB gene sets (FDR q-value cutoff 0.05):

GSE24102_GRANULOCYSTIC_MDSC_VS_NEUTROPHIL_DN/UP, GSE5099_CLASSICAL_M1_VS_ALTERNATIVE_M2_MACROPHAGE_DN/UP, GSE5099_MONOCYTE_VS_CLASSICAL_M1_MACROPHAGE_DN/UP.

Functional enrichment analysis for up- and downregulated genes was performed using the DAVID webserver [39], against the background of all genes included in the differential gene expression analysis (adj. p-value < 0.01).

### qRT-PCR

Total RNA was isolated using the peqGold TriFast™ Kit (VWR International GmbH, Darmstadt, Germany) according to the manufacturer’s instructions. cDNA synthesis was done with the RevertAID™ First strand cDNA Synthesis kit (Thermo Fisher Scientific, Karlsruhe, Germany) and qRT-PCR was performed with KAPA PROBES FAST qPCR Maser Mix (2x) Kit (Sigma-Aldrich, Taufkirchen, Germany), on the LightCycler 480 II system (Roche Diagnostics, Penzberg, Germany). Primers were designed with the Universal Probes Library.

### T cell suppression assay

For the assessment of suppressive capacity of MDSC or macrophages, a co-culture with T cells was done. For this, 5 × 10^4^ CFSE-labeled T cells (per well) from tumor-naïve C57BL/6 mice were seeded into 96-well plates and co-cultured with 1.25 × 10^4^ (0.25:1), 2.5 × 10^4^ (0.5:1) or 5 × 10^4^ (1:1) MDSC or macrophages. Each well was supplemented with 1 μl anti-CD3/anti-CD28 mAb-coated beads (gibco®, Thermo Fisher Scientific, Karlsruhe, Germany). After 72 h, CFSE dilution of CD4^+^ and CD8^+^ T cells was analyzed by flow cytometry. IFN-γ secretion following co-culture was measured from supernatants at an E:T ratio of 1:1, with ELISA (BD OptEIA, BD Biosciences, Heidelberg, Germany).

### Antigen presentation assay

To assess antigen presentation of MDSC, 5 × 10^4^ CFSE-labeled OT-I T cells were seeded into 96-well plates and co-cultured with 1.25 × 10^4^ (0.25:1), 2.5 × 10^4^ (0.5:1) or 5 × 10^4^ (1:1) MDSC. Tumor-derived MDSC were co-cultured without further treatment. Splenic MDSC were incubated with 1 μg/ml OVA protein over night at 37 °C or loaded with SIINFEKL (100 μg/ml). Subsequently, MDSC were washed and seeded as described above. After 72 h, CFSE dilution of CD8^+^ T cells was analyzed by flow cytometry.

### Statistical analysis

Data present means +/− standard error of the mean (SEM) of biological replicates. Significant differences between two groups were calculated using the Mann Whitney U test or if indicated using an unpaired two-sided students t test. Multiple comparisons were analyzed using Kruskal Wallis test. In case of significant results, subsequent post hoc test was calculated for selected comparisons as indicated. Spearman’s rank-order correlation was performed to analyze associations. To analyze the influence of genotype and treatment a 2-way ANOVA was performed. In case of a significant result, post hoc test between treatments was performed as indicated. Statistical analysis was performed using GraphPad Prism software (version 7.04); *p*-values < 0.05 were considered significant.

## Results

### KPC-derived PDAC is characterized by infiltration with myeloid cells and a T cell-deprived TME

The KPC-derived T110299 PDAC mouse model shares many pathological features observed in human disease. As such, we investigated the impact of T110299 tumors on myelopoiesis, the TME and its immune cell composition. Tumor cells were implanted into the pancreas of syngeneic C57BL/6 mice and subsequently, immune cell composition in blood, spleen and tumors was monitored within 21 days of tumor development. Tumor engraftment was evident within the first week and progressed rapidly during the following 2 weeks. Tumor growth was paralleled by splenomegaly without any signs of metastasis, indicating influx or proliferation of hematopoietic cells (Fig. 1a-b). Analysis of immune cell composition (Additional file 1: Figure S1) during tumor progression revealed an expansion of myeloid cells in blood, spleen and tumor. The expansion of the myeloid compartment was most pronounced in tumor tissue and identified as CD11b^+^Ly6C^int^Ly6G^+^ PMN-MDSC and CD11b^+^Ly6C^hi^Ly6G^−^ M-MDSC, as well as CD11b^+^Ly6C^low/int^ F4/80^+^ macrophages, as major cell populations (Fig. 1c). In tumors, myeloid cell recruitment (macrophages, PMN-MDSC and M-MDSC) preceded T cell infiltration, with T cells transiently peaking on day 14. On day 21, the immune cell infiltrate was dominated by macrophages and PMN-MDSC. Correlation analysis further revealed a strong correlation between tumor size and PMN-MDSC expansion, both systemically and in tumor tissue (Fig. 1d). Overall, we predominantly observed increased PMN-MDSC populations with increased tumor weight in blood, spleen and tumor, whereas blood CD4^+^ T cells as well as tumor-resident NK cells decreased (Fig. 1e). We also investigated in more detail the role of the growth factor G-CSF, which is produced by KPC-derived PDAC and known to induce proliferation of granulocytic precursor cells in tumor bearing hosts [13]. In our PDAC model, serum levels of G-CSF were increased in tumor-bearing mice, and highly correlated with PMN-MDSC populations in blood and spleen, as well as with tumor weight, suggesting G-CSF to be a major driver for the expansion of PMN-MSC with a strong immunosuppressive phenotype (Fig. 1f).

**Fig. 1:**
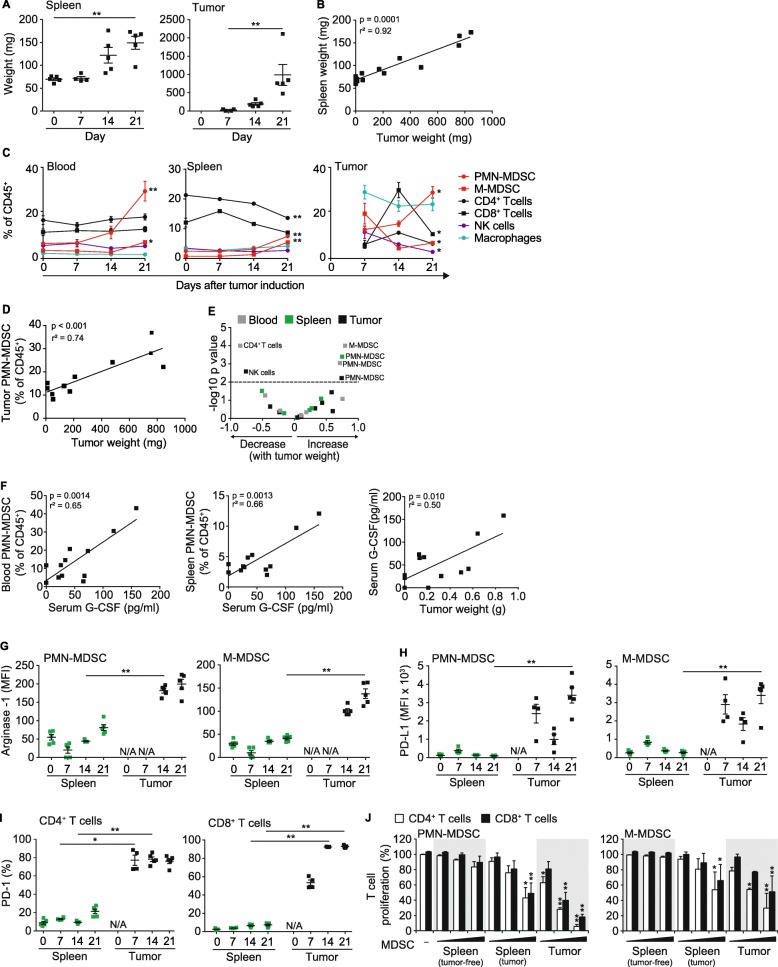
KPC-derived PDAC is characterized by infiltration with myeloid cells and a T cell-deprived tumor microenvironment (TME). T110299 tumors were implanted orthotopically in syngeneic C57BL/6 mice which were sacrificed at days 7, 14 and 21 after tumor induction for analysis of blood, spleen and tumor. **a-b** Spleen and tumor weights and respective correlation analysis. **c** Relative frequency of leukocytes in blood, spleen and tumor. **d-e** Correlation of relative immune cell frequency with tumor weight. **f** Correlation of serum G-CSF level with PMN-MDSC frequency in blood and spleen as well as correlation of tumor weight with G-CSF level in serum. **g-h** Surface expression of arginase-1 and PD-L1 on MDSC. **i** PD-1 expression on T cells in spleens and tumors. **j** MDSC-like cells from naïve mice as well as MDSC from spleens and tumors of tumor-bearing mice were isolated and co-cultured with CFSE-labeled T cells in increasing effector (E; MDSC) to target (T; T cell) ratios (E:T) of 0.25:1, 0.5:1 and 1:1, in the presence of anti-CD3/anti-CD28 mAb-coated beads. After 72 h CFSE dilution of T cell populations was assessed. **a**,**c**,**g**,**h**,**i** Data ± SEM is shown for *n* = 4–5 mice per group. **b**,**d**,**f** *n* = 12 mice (**e**) n = 12 mice / group (**c**) Statistics for the comparison of day 0 and day 21 (blood and spleen), and day 7 and day 21 (tumor) are shown. (**j**) Representative graph of three independent experiments, Data± SEM for *n* = 2 mice per group, unpaired two-sided students t test (*p < 0.05, **p < 0.01, in J compared to tumor-free control)

The inverse correlation of MDSC and T cell infiltration during PDAC progression prompted us to characterize immune suppressive mechanisms of the TME. Within the MDSC compartment, we investigated the expression of known immune suppressive mediators, such as arginase-1 and the checkpoint molecule PD-L1. Arginase-1 levels were comparably low in splenic PMN- and M-MDSC during tumor development, but highly upregulated in tumor-resident MDSC (Fig. 1g). Similar characteristics were also found for PD-L1 expression (Fig. 1h). Moreover, the PD-L1 counterpart, PD-1, was expressed on the vast majority of tumor-resident CD8^+^ and CD4^+^ T cells (Fig. 1i). Subsequently, we assessed the ability of MDSC to inhibit T cell activation, which is the population-defining hallmark of MDSC. We isolated MDSC populations from spleen and tumors to set up a co-culture with anti-CD3/CD28 mAb-activated T cells from tumor-free mice, and used monocytes and granulocytes isolated from spleens of tumor-free mice as controls. Only MDSC from PDAC-bearing mice displayed pronounced suppressive effects on CD8^+^ as well as CD4^+^ T cell proliferation. Whilst PMN-MDSC turned out to be more suppressive than M-MDSC, overall MDSC populations isolated from tumors exhibited the most pronounced suppressive capacity (Fig. 1j). Together, the data show that KPC-derived PDAC develop typical features of a suppressive TME characterized by pathologically activated myeloid cells with high suppressive capacity.

### Poly(I:C)_c_ reduces tumor mass in PDAC concomitant with enhanced T cell activation and reduced suppressive capacity of MDSC

We showed earlier that a systemic therapy with the MDA5 ligand poly(I:C)_c_ had a positive effect on survival of PDAC-bearing mice, which was dependent on the presence of cytotoxic T cells [27]. Other studies with RLH ligands pointed towards a reduced number or altered function of MDSC in treated animals [24, 28, 40]. To study the effect of RLH activation on MDSC in fully established tumors in more detail, we treated mice with poly(I:C)_c_ i.v. and analyzed the tumors 21 days after tumor induction. Treatment resulted in a 50% reduction in tumor mass (Fig. 2a). Downregulation of MHC class I is a common mechanism of tumors to evade the immune system. We could previously show that stimulation of pancreatic cancer cells in vitro with RLH ligands induces the up-regulation of MHC-I as well as CD95 (Fas), resulting in more effective tumor cell killing by cytotoxic T cells [26]. In line with these in vitro findings, poly(I:C)_c_ led to a profound upregulation of MHC-I molecules on tumor cells in vivo (Fig. 2a). RLH ligands are strong inducers of type I IFN, which in turn mounts a robust immune response connecting innate with adaptive immunity. As such, RLH treatment resulted in high levels of CXCL10 and IFN-β, which were accompanied by T_h_1-supporting IL-12p70 and IFN-y as well as IL-28, an important type III IFN further supporting CTL-mediated cytotoxicity (Fig. 2b).

**Fig. 2:**
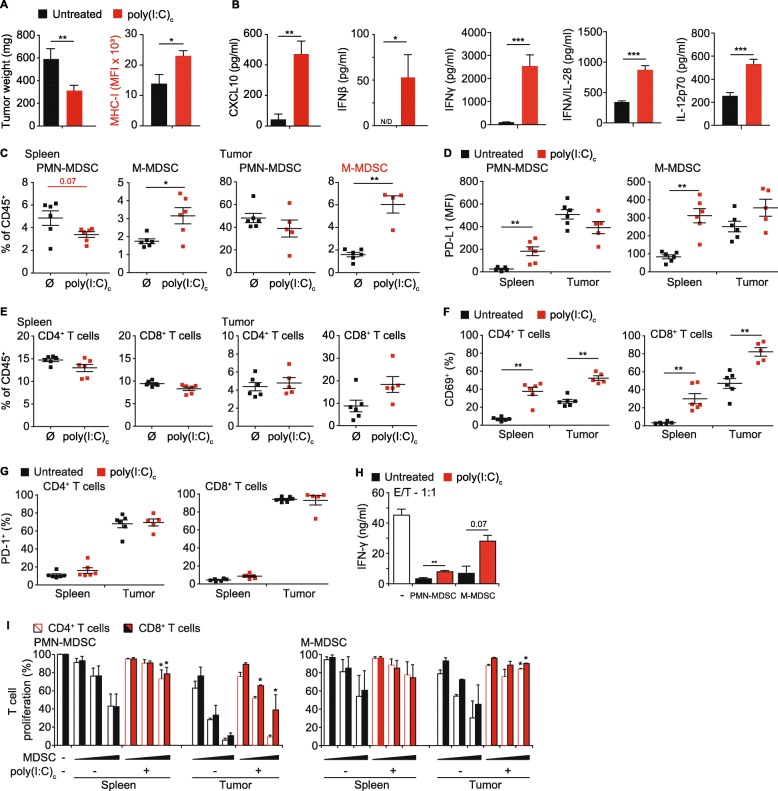
Poly(I:C)_c_ reduces tumor mass in PDAC concomitant with enhanced T cell activation and reduced suppressive capacity of MDSC. Mice with orthotopic T110299 tumors were treated with poly(I:C)_c_ twice prior to sacrifice at day 21 after tumor induction. **a** Tumor weights, tumor cell MHC-I expression and (**b**) serum cytokine levels. **c** Frequencies of MDSC populations in spleen and tumor of untreated and poly(I:C)_c_-treated mice. **d** Surface expression profiles of PD-L1 on MDSC subsets. **e** Frequencies of T cell populations in spleen and tumor of untreated and poly(I:C)_c_-treated mice. **f-g** CD69 and PD-1 surface expression of splenic and tumor-resident T cells. **h** Representative data of IFN-γ secretion in MDSC / T cell co-cultures, at a ratio of 1:1, following anti-CD3/anti-CD28 mAb-coated beads stimulation for 72 h. **i** Splenic T cells and MDSC from spleens and tumors of untreated or poly(I:C)_c_-treated tumor-bearing mice were isolated and co-cultured with CFSE-labeled T cells in increasing effector (E; MDSC) to target (T; T cell) ratios (E:T) of 0.25:1, 0.5:1 and 1:1 in the presence of anti-CD3/anti-CD28 mAb-coated beads. After 72 h CFSE dilution of CD4^+^ and CD8^+^ T cells was assessed. **a-f** Data ± SEM is shown for *n* = 5 to 8 mice per group. **g**-**h** Representative graph of three independent experiments. Data± SEM for n = 2 mice per group,unpaired two-sided students t test (*p < 0.05; **p < 0.01)

We observed a relative reduction of PMN-MDSC, whereas M-MDSC frequency increased in both spleen and tumor (Fig. 2c). Analysis of MDSC surface marker expression revealed a strong therapy-mediated PD-L1 induction in spleen. Similar to our earlier observations in treatment-naïve mice, we found high basal PD-L1 expression by MDSC within the tumor tissue, which was not further increased by immunotherapy (Fig. 2d). T cell frequencies in spleens were unaltered; however, increased infiltration of CD8^+^ T cells was detected within the tumor tissue, which is in line with our previous observations (Fig. 2e). Both splenic and tumor-infiltrating T cells upregulated expression of the early activation marker CD69 in response to poly(I:C)_c_, whereas PD-1 expression was unaffected (Fig. 2f-g). We then assessed whether poly(I:C)_c_ treatment affects the suppressive capacity of MDSC. We isolated MDSC populations from spleen and tumor of untreated and treated PDAC-bearing mice and studied their influence on T cell proliferation. In order to assess overall immunosuppressive effects of MDSC T cell response, we measured IFN-γ secretion as key cytokine of T cell activation in MDSC co-cultures. As expected, at an effector (MDSC) to target (T cell) ratio of 1:1, IFN-γ secretion was strongly suppressed by MDSC (Fig. 2h); however, this was - at least in parts - rescued in co-cultures with MDSC from mice previously treated with poly(I:C)_c_. As observed before, tumor-derived MDSC were more suppressive compared to their splenic counterparts, with the highest suppression seen in PMN-MDSC co-cultures, for both CD8^+^ and CD4^+^ T cells. Suppressive function of MDSC populations from poly(I:C)_c_-treated animals was reduced for both, PMN-MDSC and M-MDSC (Fig. 2i). These findings are indicative of a functional in vivo reprogramming of MDSC in poly(I:C)_c_-treated mice.

Analysis of splenic and tumor-resident B and NK cells showed a slight increase in splenic B cell numbers; both cell populations upregulated CD69 expression upon therapy (Additional file 1: Figure S2A-B). Poly(I:C)_c_ treatment increased both the intratumoral frequency of migratory cross-presenting conventional DC 1 (cDC1) as well as their activation measured by CD40 expression. In addition, the co-stimulatory molecule CD86 was upregulated in both CD11c^+^MHC-II^hi^CD26^+^XCR1^+^CD172a^−^ cDC1 and CD11c^+^MHC-II^hi^CD26^+^CD172a^+^XCR1^−^ cDC2 in the tumor-draining lymph node (Additional file 1: Figure S2C-D). Interestingly, the relative frequency of macrophages/TAM was significantly reduced in treated animals, in both spleen and tumor. Moreover, macrophages/TAM showed an activated phenotype with enhanced MHC-I expression (Additional file 1: Figure S2E-G). Further analyses revealed that the frequency of M2-like CD204^+^CD206^+^ macrophages, known to highly correlate with poor disease outcome in patients with various cancer types [41–43], was decreased in tumors (Additional file 1: Figure S2E-F). TAM showed a strong T cell suppressive phenotype, which was – in contrast to MDSC – not reversed upon poly(I:C)_c_ treatment (Additional file 1: Figure S2H).

### Transcriptomic profiling reveals a therapy-induced reprogramming of MDSC

To better understand the mechanisms by which MDSC undergo phenotypical changes upon systemic immunotherapy, we performed a whole transcriptome analysis of PMN- and M-MDSC populations from spleens and tumors. 

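Libraries were made from MDSC of mice bearing orthotopic tumors of T110299 cells, a line derived from the KPC mouse model of pancreatic cancer. Poly(I:C) is a synthetic double-stranded RNA that the cytosolic receptor MDA5 recognizes, and its complex with polyethylenimine (poly(I:C)_c_) carries it into cells. According to the methods, control mice received glucose, whereas the results call them untreated; the second name is used here. CD11b+ cells were enriched with magnetic beads and sorted by flow cytometry into Ly6C low Ly6G+ PMN-MDSC and Ly6C high Ly6G- M-MDSC. Total RNA was converted into stranded libraries by PCR with a kit for small amounts of RNA. The authors mapped the reads to the mouse genome and counted fragments on genes of the Gencode v16 annotation by strand. They deposited these counts without normalization, with 1 column for each library, and every value given here was computed from them. A symbol and an exon length were found in the GENCODE M21 annotation of GRCm38 for 53274 of the Ensembl gene identifiers.

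Each condition had 4 deposited libraries, except PMN-MDSC from spleens of treated mice with 3. One library of M-MDSC from tumors of treated mice held 10 counts in total and was left out, which left 3 in that group. With 4 libraries of bulk tumor from untreated mice, 34 of 35 libraries were used. The 30 MDSC libraries held between 793070 and 4357100 counts, with a median of 2459370. In untreated mice, the median was 3033130 counts for PMN-MDSC from spleen (2008010 to 3769400), 2284620 for M-MDSC from spleen (1896130 to 4200910), 1977130 for PMN-MDSC from tumor (1648780 to 2502390) and 1651320 for M-MDSC from tumor (793070 to 3604820). In treated mice, it was 2693600 for PMN-MDSC from spleen (1561670 to 2777640), 2748600 for M-MDSC from spleen (2261060 to 3435050), 2625840 for PMN-MDSC from tumor (2192320 to 3652120) and 2714020 for M-MDSC from tumor (2373410 to 4357100). Bulk tumor libraries held a median of 8150690 counts (3771590 to 8886120). The smallest level taken as detectable was 3 counts, or 3.78 CPM (counts scaled to the library total) in the smallest untreated M-MDSC library from tumor and at most 1.92 CPM in the smallest library of every other MDSC group. PCR reads without molecular identifiers are not independent molecules, so these floors cover counting error only. Sample titles number the mice, and spleen and tumor samples of 1 mouse share a number. The deposited columns carry a running number but no mouse number, so the libraries of 1 mouse were not paired.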

Mice with orthotopic PDAC were treated on day 18 and 20 after tumor implantation with poly(I:C)_c_ or were left untreated. On day 21, MDSC were sorted for high purity **(**Additional file 1: Figure S3A-B), followed by RNA extraction and next-generation sequencing. 

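Principal component analysis was recomputed from log2(FPKM + 1) values, centred and scaled per gene, separately for PMN-MDSC and M-MDSC. FPKM values were computed from the deposited counts with the library total and the summed exon length of each gene, and genes with a median FPKM of at least 1 were kept. This left 11452 genes over 15 PMN-MDSC libraries and 11675 genes over 15 M-MDSC libraries.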

An unbiased principle component analysis (PCA), using the ~ 14.000 most expressed genes, was performed. For both PMN- and M-MDSC, the replicates of each condition clustered closely, confirming the high quality of the data. 

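The distance of a library from its group's mean in the plane of PC1 and PC2 was averaged as the root of the mean square. It was smallest for untreated M-MDSC from spleen (5.48), whose PC1 scores were −45.4 ± 3.80 and PC2 scores −52.8 ± 5.06 (SD, n = 4). It was largest for untreated M-MDSC from tumor (39.8), with PC1 scores of 71.8 ± 37.2 and PC2 scores of −15.3 ± 27.0 (SD, n = 4). The remaining groups had a spread of 10.7 for untreated PMN-MDSC from tumor, 12.5 for treated M-MDSC from spleen, 13.0 for treated M-MDSC from tumor, 17.9 for treated and 22.4 for untreated PMN-MDSC from spleen, and 26.6 for treated PMN-MDSC from tumor. In the untreated M-MDSC group from tumor, the smallest library had a PC2 score of −55.7, against −3.80 to 1.87 in the others.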

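PC1 held 46.2% of the variance in PMN-MDSC and 26.4% in M-MDSC, and PC2 held 11.1% and 16.1%. The lowest PC1 score of a tumor library was 20.8 in PMN-MDSC, above the highest score of a spleen library (−18.6). In M-MDSC these scores were 17.3 and −39.5. The compartment accounted for 88.5% of the variance of PC1 scores in PMN-MDSC and 81.0% in M-MDSC, and treatment for 66.2% and 75.8% of that of PC2 scores. PC2 scores of treated libraries lay above those of untreated libraries of the same compartment in all 4 comparisons. In PMN-MDSC from spleen the mean PC2 score rose from −47.7 ± 11.7 (SD, n = 4) to 40.9 ± 12.8 (SD, n = 3), with p = 0.0571 in a two-sided exact permutation test. In PMN-MDSC from tumor it rose from −4.70 ± 4.52 to 21.8 ± 17.3 (exact permutation test, p = 0.0286; n = 4 each). The PC2 scores of M-MDSC from tumor rose to 47.3 ± 13.1 (SD, n = 3; exact permutation test, p = 0.0571), and those of M-MDSC from spleen to 32.7 ± 13.7 (SD, n = 4; exact permutation test, p = 0.0286). The smallest possible p is 0.0571 for 3 against 4 libraries, which cannot reach 0.05, and 0.0286 for 4 against 4. Centring the genes without scaling moved the share of PC1 most, to 55.3% in PMN-MDSC and 33.1% in M-MDSC. With log2(FPKM + 0.1), PC2 scores of treated and untreated PMN-MDSC from tumor overlapped (exact permutation test, p = 0.0571).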

PCA revealed that PC1 distinguishes samples based on the compartment they were isolated from (PMN-MDSC: 44.3%; M-MDSC: 25.5%), and PC2 described the changes that were induced by poly(I:C)_c_ treatment (PMN-MDSC: 10.5%; M-MDSC: 15.6%) (Fig. 3a). 

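Of the 1000 genes with the largest absolute loading on PC2 in PMN-MDSC, 815 (81.5%) changed in the same direction in spleen and tumor, 290 of them higher and 525 lower after treatment. Among all 11437 PCA genes with a fold change in both compartments, the share was 64.5%. Of the others, 20 were higher in spleen and lower in tumor and 165 the reverse. The median absolute log2 fold change of the 1000 genes was 0.92 in spleen and 0.34 in tumor. In M-MDSC, 988 of 1000 genes (98.8%) changed in the same direction, 404 higher and 584 lower, against 61.9% of 11671 PCA genes. Their median absolute log2 fold change was 0.89 in spleen and 0.66 in tumor. The PC2 genes were chosen on libraries of both compartments, which favors genes with a shared direction. Choosing them in spleen alone moved the shares most, to 74.5% in PMN-MDSC and 83% in M-MDSC.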

The 1000 genes contributing most to PC2 in PMN- and M-MDSC show a similar regulation in both spleen and tumor (Fig. 3b).

**Fig. 3:**
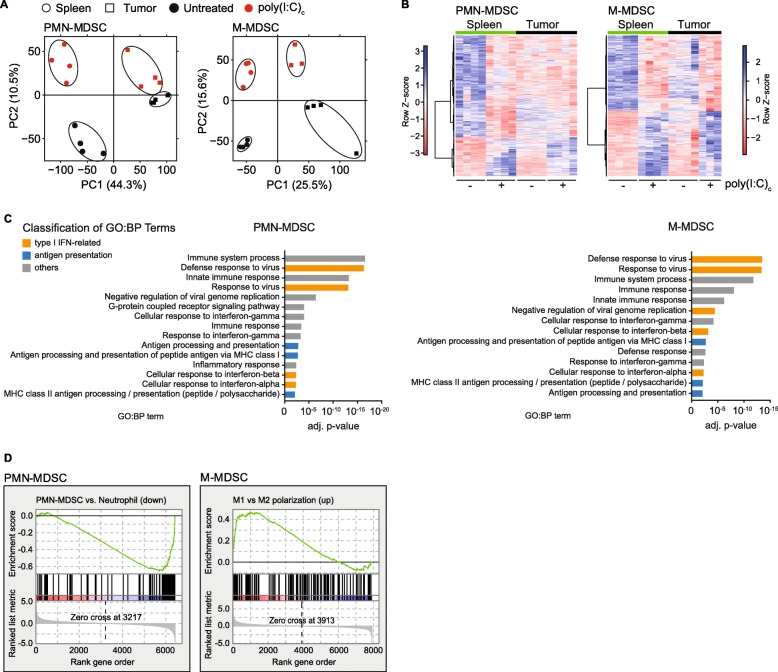
Poly(I:C)_c_ triggers transcriptional reprogramming of MDSC. Mice with orthotopic T110299 tumors were treated twice with poly(I:C)_c_ prior to sacrifice as described before. RNA of MDSC populations was isolated for whole transcriptome analysis. **a** Principal component analysis (PCA) of transcriptome of splenic or tumor-derived MDSC with and without poly(I:C)_c_ treatment. **b** Heatmap of gene expression values (colors indicate row z-scores) for the 1.000 genes contributing most to principle component 2 (PC2). **c** DAVID analysis for enriched gene ontology biological processes (GO:BP) terms from differentially expressed genes (adjusted *p* < 0.001, ≥ 2-fold change) upon poly(I:C)_c_ treatment from splenic MDSC. **d** Gene set enrichment analysis (GSEA) of differentially expressed genes upon poly(I:C)_c_ treatment compared to published gene sets describing PMN-MDSC vs. neutrophils (GSE24102) and macrophage polarization (GSE5099). Data shown for *n* = 3 to 4 mice per group

The treatment-induced transcriptomic changes were analyzed by a differential gene expression analysis (adjusted *p* < 0.001, ≥ 2-fold change) in PMN-MDSC (spleen: 420; tumor: 180; shared: 100) and M-MDSC (spleen: 584; tumor: 210; shared: 113) **(**Additional file 1: Figure S3C). 

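Treated and untreated libraries of each cell type and compartment were compared with edgeR's quasi-likelihood F-test (two-sided) after TMM normalization, over genes with a mean of at least 25 counts, and the CPM of a gene was scaled with the same factors. With Benjamini-Hochberg adjustment, an adjusted p-value under 0.001 and a change of at least 2-fold, 3 of 7261 genes passed in PMN-MDSC from spleen, 20 of 8308 in PMN-MDSC from tumor, 218 of 8827 in M-MDSC from spleen and 1 of 8360 in M-MDSC from tumor. All genes passing in PMN-MDSC and in M-MDSC from tumor were higher after treatment, with 0 lower, and in M-MDSC from spleen 161 were higher and 57 lower. The unadjusted p-value was under 0.05 for 1993, 1508, 2939 and 1606 genes in the same order. Treated and untreated libraries did not overlap in 1942 genes (26.7%) of PMN-MDSC from spleen and 1628 genes (19.5%) of M-MDSC from tumor, where chance gives 5.71%. They did not overlap in 1009 genes (12.1%) of PMN-MDSC from tumor and 2277 genes (25.8%) of M-MDSC from spleen, where chance gives 2.86%. Ube2l6 and Xaf1 passed in both compartments of PMN-MDSC, and Ifi44 in those of M-MDSC. Tumor groups may differ in their mixture of cells. With TMM scaling over all libraries, Ly6g of the PMN-MDSC gate stood at 2.92 CPM (0 to 9.19) in untreated PMN-MDSC from tumor. It stood at 31.6 CPM (4.98 to 84.7) in treated ones, against 63.3 CPM in untreated PMN-MDSC from spleen. One of 3 treated M-MDSC libraries from tumor held 2.86 CPM of Ly6c2, which encodes the Ly6C antigen (602 and 418 in the others). Without it, edgeR called 13 genes there.

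DESeq2's Wald test, the tool named in the methods, called 517, 193, 610 and 215 genes at the same thresholds, among them 3, 20, 217 and 1 of those called by edgeR. Its calls in both compartments numbered 112 in PMN-MDSC and 117 in M-MDSC, where 10.7 and 12.8 would be shared by chance if the compartments were independent. Leaving out the filter on low counts moved edgeR's numbers most in PMN-MDSC from spleen (789), PMN-MDSC from tumor (314) and M-MDSC from tumor (449), and an adjusted p-value under 0.05 did so in M-MDSC from spleen (719). Upper-quartile scaling shifted the median log2 fold change by −0.17 in PMN-MDSC from spleen.

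In PMN-MDSC from spleen, Oas1g (ENSMUSG00000066861.14; chromosome 5, 120876142 to 120887613 on GRCm38) rose from 15.6 ± 3.67 CPM (SD, n = 4) to 307 ± 90.9 CPM (SD, n = 3), a log2 fold change of 4.30 (standard error 0.287, adjusted p = 4.4e-04). Xaf1 (chromosome 11, 72301629 to 72313733) had a log2 fold change of 3.88 and Ube2l6 (chromosome 2, 84798828 to 84810335) one of 3.52, each with adjusted p = 4.4e-04. Oas1g has close paralogs, between which reads may have been split. In PMN-MDSC from tumor, a ranking was made among genes that passed and whose treated and untreated libraries did not overlap. The highest log2 fold changes among these were those of Ifit1bl1 (5.78; chromosome 19, 34592891 to 34601956), Ccl5 (4.85; chromosome 11, 83525778 to 83530518) and Ifit3 (4.17), with edgeR adjusted p = 4.8e-04, 1.4e-04 and 6.2e-04. For Ifit3, 1 treated library lay far above the others. Acod1 (ENSMUSG00000022126.6; chromosome 14, 103046977 to 103056573) rose from 1.98 ± 0.588 CPM (SD, n = 4) to 442 ± 144 CPM (SD, n = 4), a log2 fold change of 7.79 (standard error 0.348, adjusted p = 6.2e-06) in M-MDSC from spleen. Gm4951 rose from 0.16 to 51.3 CPM, at least 32.2-fold, as all untreated libraries held at most 3 counts (edgeR adjusted p = 4.1e-05). Ly6a had a log2 fold change of 6.48. Among genes that fell, Hba-a1 went from 29.1 to 0.32 CPM, at least 20.7-fold lower, and Abca6 from 25.5 to 0.40 CPM, at least 18.2-fold lower. Hba-a1 is a hemoglobin gene, and erythroid markers fell too in these samples, from a mean log2(CPM + 1) of 1.54 to 0.23. Its fall need not be a response of M-MDSC. Hpgd fell from 124 to 3.58 CPM, with a log2 fold change of −5.08. In M-MDSC from tumor, Ifi44 (ENSMUSG00000028037.13; chromosome 3, 151730922 to 151749960) rose from 5.06 ± 0.965 CPM (SD, n = 4) to 86.7 ± 23.2 CPM (SD, n = 3), a log2 fold change of 4.08 (standard error 0.281, adjusted p = 8.9e-04).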

Functional annotation analysis using the Database for Annotation, Visualization and Integrated Discovery (DAVID) was done with differentially expressed genes from spleen. 

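DAVID was not used here. Over-representation was computed with Reactome pathways of 10 to 500 tested genes, against all tested genes, with a one-sided Fisher's exact test and Benjamini-Hochberg adjustment at 0.01. Of 721 pathways, 12 passed with the 218 genes of M-MDSC from spleen, and 0 of 647 with the 3 genes of PMN-MDSC from spleen, where 9 had an unadjusted p under 0.05. The 517 genes that DESeq2 called in PMN-MDSC from spleen gave 10 pathways, the largest change among the alternatives for spleen. With the 20 genes of PMN-MDSC from tumor 3 of 708 pathways passed, and with the 1 gene of M-MDSC from tumor 0 of 711, with 0 at an unadjusted p under 0.05.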

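In M-MDSC from spleen, the Reactome pathway Interferon Signaling held 25 of 91 tested genes where 2.25 were expected (Fisher's exact test, adjusted p = 4.6e-17), and Cytokine Signaling in Immune System held 27 genes where 4.37 were expected (adjusted p = 4.3e-12). Folding, assembly and peptide loading of class I MHC held 6 of 25 genes where 0.617 were expected (adjusted p = 0.00183), and MHC class II antigen presentation held 3 of 64 (adjusted p = 1). In PMN-MDSC from spleen, 2 of the 3 genes belonged to Interferon Signaling, with 92 genes tested (unadjusted p = 4.7e-04, adjusted p = 0.306). With the 517 genes that DESeq2 called there, the pathway held 34 genes where 6.55 were expected (Fisher's exact test, adjusted p = 8.1e-14). The class I MHC pathway then held 7 of 24 genes where 1.71 were expected (adjusted p = 0.0568, and 0.00190 with the higher genes alone).

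Gene lists written before the data were examined were scored as the mean log2(CPM + 1) of their genes in each library and tested by preranked enrichment on the log2 fold change, adjusted over 32 tests (8 lists in 4 comparisons). The normalized enrichment score (NES) of 46 IFN-stimulated genes was 3.03 in PMN-MDSC (adjusted p = 3.7e-29) and 2.63 in M-MDSC (adjusted p = 5.4e-17) from spleen. Their score rose from 5.80 ± 0.19 (SD, n = 4) to 8.46 ± 0.67 (SD, n = 3) in PMN-MDSC (two-sided exact permutation test, p = 0.0571, the smallest that 3 against 4 libraries allow). One untreated PMN-MDSC library stood apart with a score of 6.07. In M-MDSC the score rose from 6.25 ± 0.11 to 8.33 ± 0.33 (SD, n = 4 each; two-sided exact permutation test, p = 0.0286). All 46 genes were higher in both cell types, and 44 in each had an adjusted p under 0.05 over the list, or 40 and 43 over all genes. Without the filter on low counts, the NES in PMN-MDSC was 3.99. In M-MDSC, the list's smallest edgeR adjusted p-values were those of Ifit2 (log2 fold change 3.64, adjusted p = 8.8e-06), Bst2 (2.68, adjusted p = 2.2e-05) and Ifit1 (4.27, adjusted p = 2.5e-05).

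MHC class II genes fell. Of the 12 genes on the list, 10 were tested in each cell type. Their score went from 6.67 ± 0.88 to 3.67 ± 0.11 in PMN-MDSC, with 9 of 10 genes lower (NES −2.05, adjusted p = 4.1e-06), and from 8.25 ± 0.27 to 6.34 ± 0.37 in M-MDSC, with 9 of 10 lower (NES −2.22, adjusted p = 6.0e-08). In PMN-MDSC, edgeR gave log2 fold changes of −4.17 for Cd74 (adjusted p = 0.00411), −4.97 for H2-Ab1 (adjusted p = 0.00448) and −4.49 for H2-Aa (adjusted p = 0.00500). In all 3 genes a single untreated library was far above the others. In M-MDSC the log2 fold change was −3.18 for Ciita (adjusted p = 3.6e-04), −3.13 for H2-Ab1 and −2.92 for H2-Aa.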

Genes were found to be significantly enriched in gene ontology biological process (GO:BP) clusters related to immune system processes, virus and IFN response-related pathways, and antigen presentation-related genes (Fig. 3c and Additional file 1: Figure S4). 

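A list of 30 genes of mature neutrophils was enriched among genes higher after treatment in PMN-MDSC from spleen, with an NES of 2.21 (adjusted p = 8.7e-06 over 32 tests). Its mean log2(CPM + 1) rose from 8.82 ± 0.37 (SD, n = 4) to 9.75 ± 0.13 (SD, n = 3), and 26 of 30 genes were higher (two-sided exact permutation test, p = 0.0571, the smallest possible). Mmp8 rose from 747 to 4384 CPM (log2 fold change 2.55, standard error 0.295, edgeR adjusted p = 0.00280), with 1 untreated library far above the others. Retnlg had a log2 fold change of 2.38 (edgeR adjusted p = 0.00303) and Fpr2 of 1.92 (edgeR adjusted p = 0.00391). A list of 24 genes of immature neutrophils, 17 of them tested, had an NES of 1.59 (adjusted p = 0.0384) with 14 genes higher. Its mean changed little, from 6.96 ± 0.39 to 7.04 ± 1.43 (exact permutation test, p = 0.914). Leaving out each library in turn moved its NES between −1.48 and 2.20. Hmgb2 changed by 0.59 (edgeR adjusted p = 0.102), Chil3 by 1.87 (edgeR adjusted p = 0.104) and Aldh2 by 0.87 (edgeR adjusted p = 0.116) on the log2 scale.

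In M-MDSC from spleen, the 19 tested genes of a list of 27 M1 genes had an NES of 2.12 (adjusted p = 2.0e-05). Their mean rose from 4.98 ± 0.10 to 6.29 ± 0.47 (SD, n = 4 each; two-sided exact permutation test, p = 0.0286), with 13 genes higher. Ccl5 rose by 5.76, Cd38 by 3.61 and Fpr2 by 3.26 on the log2 scale (edgeR adjusted p = 4.1e-05, 2.5e-05 and 2.7e-05). Of a list of 26 M2 genes, 14 passed the filter on low counts and were tested. They had an NES of −1.08 (adjusted p = 0.389), with 5 genes higher, and their mean went from 6.18 ± 0.06 to 5.85 ± 0.30 (exact permutation test, p = 0.114). Mrc1 and Clec10a fell by 3.06 and 1.84 on the log2 scale (edgeR adjusted p = 0.00401 and 0.00571), whereas Stab1 rose by 3.47 (edgeR adjusted p = 0.00339). From enrichment of neutrophil-associated genes in PMN-MDSC and of M1-associated genes in M-MDSC, the paper proposes that MDSC are reprogrammed in their phenotype (Fig. 3d).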

Most importantly, gene set enrichment analysis of splenic differentially expressed genes revealed an enrichment of neutrophil-associated gene signature for PMN-MDSC and enrichment of M1-associated genes for M-MDSC after poly(I:C)_c_ therapy, suggesting the phenotypic reprogramming of MDSC **(**Fig. 3d**)**.

### MDSC of treated mice do not acquire professional antigen presenting cell function

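A list of 23 genes of MHC class I antigen processing and presentation, written before the data were examined, was scored in each library as the mean log2(CPM + 1). In PMN-MDSC from spleen the score rose from 6.45 ± 0.31 (SD, n = 4) to 7.70 ± 0.23 (SD, n = 3), with an NES of 2.26 (adjusted p = 1.0e-05 over 32 tests) and 19 genes higher. The score of M-MDSC from spleen rose from 7.21 ± 0.17 to 8.47 ± 0.15 (SD, n = 4 each), with an NES of 2.26 (adjusted p = 8.9e-08) and all 23 genes higher. In tumors the score rose from 7.18 ± 0.05 to 7.95 ± 0.10 in PMN-MDSC (n = 4 each; NES 2.07, adjusted p = 7.1e-05) and from 7.38 ± 0.10 (n = 4) to 8.13 ± 0.13 (n = 3) in M-MDSC (NES 1.93, adjusted p = 6.1e-04), with 18 and 20 genes higher. Treated and untreated libraries did not overlap in any of the comparisons (two-sided exact permutation test, p = 0.0286 for 4 against 4 and 0.0571 for 3 against 4 libraries). Without the filter on low counts, the NES in M-MDSC from tumor was 1.29. In tumors, treated and untreated libraries may also differ in their mixture of cells.

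**Figure D1:**
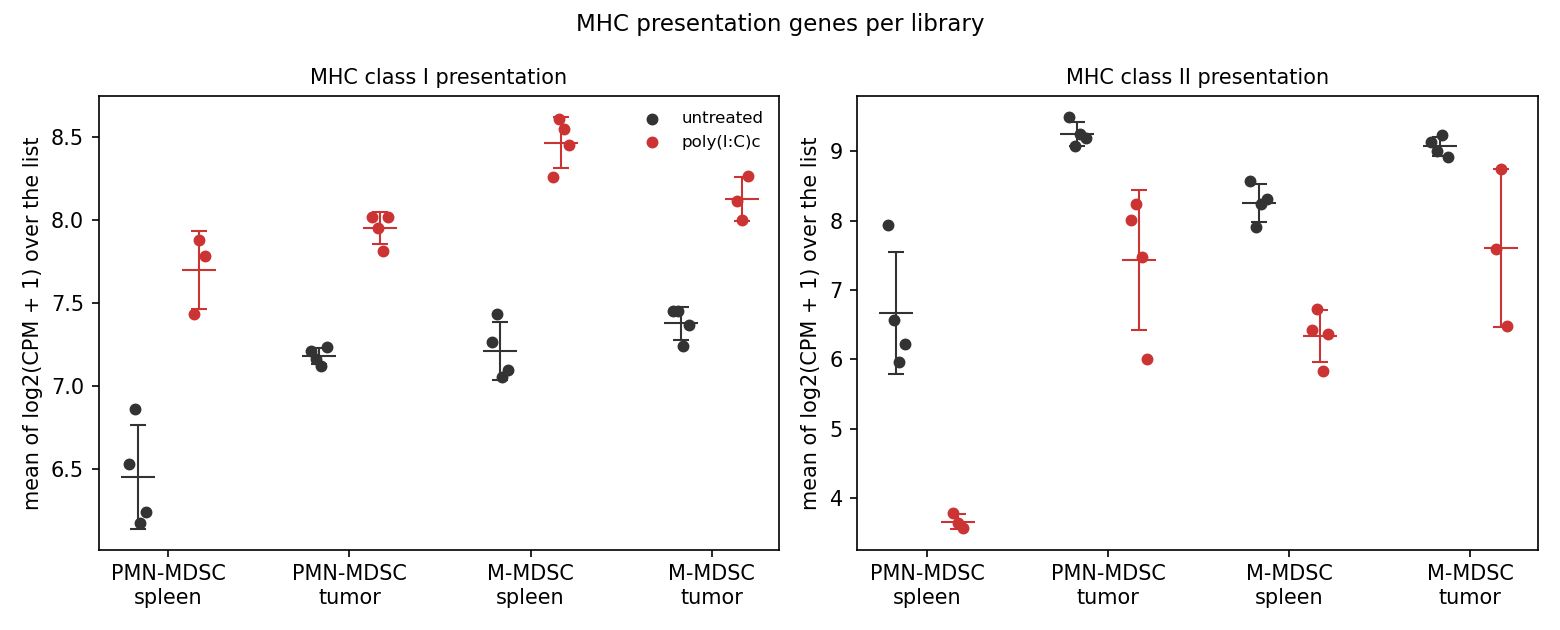
Mean log2(CPM + 1) of MHC class I and MHC class II genes in each library, with untreated libraries in dark and poly(I:C)_c_-treated libraries in red, and the mean ± SD of each group. The MHC class I score of every treated library lies above those of the untreated libraries of its group, as in PMN-MDSC from spleen with means of 7.70 and 6.45.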

One of the significantly enriched gene clusters was associated with MHC class-I antigen presentation. In both PMN- and M-MDSC, essential components of the MHC-I-dependent antigen processing and presentation machinery, including the immunoproteasome, the peptide transporter TAP and the MHC-I complex, were up-regulated following poly(I:C)_c_ therapy (Fig. 4a-b). 

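Of the 23 MHC class I genes, 20 in PMN-MDSC and 22 in M-MDSC from spleen had an adjusted p under 0.05 over the list, and 10 and 20 over all tested genes. At the thresholds used for differential expression, edgeR called 0 and 6 of them and DESeq2 9 and 11. B2m (ENSMUSG00000060802.8; chromosome 2, 122147686 to 122153083 on GRCm38) rose from 662 ± 80.0 CPM (SD, n = 4) to 1702 ± 419 CPM (SD, n = 3), a log2 fold change of 1.36 (standard error 0.224, adjusted p = 0.00881) in edgeR's quasi-likelihood test in PMN-MDSC from spleen. It rose from 801 ± 36.0 CPM (SD, n = 4) to 1642 ± 266 CPM (SD, n = 4), a log2 fold change of 1.03 (standard error 0.139, adjusted p = 9.9e-04) in the same edgeR test in M-MDSC from spleen. For the MHC class I gene H2-Q6, the log2 fold change was 4.96 in PMN-MDSC and 4.29 in M-MDSC, and for H2-Q7 4.07 and 3.35. For H2-Q4 it was 2.84 in PMN-MDSC, with 1 untreated library far above the others, and 2.18 in M-MDSC. The H2-Q genes are near-identical copies, between which reads may have been split. Tap1 (chromosome 17, 34187553 to 34197225) rose by 1.77 in PMN-MDSC (edgeR adjusted p = 0.0136) and 1.20 in M-MDSC (edgeR adjusted p = 0.00120), with 1 untreated library apart from the others in each cell type. Tap2 rose by 0.79 (edgeR adjusted p = 0.109) and 0.73 (edgeR adjusted p = 0.0239). Of the immunoproteasome genes, Psmb8 rose by 0.89 in PMN-MDSC (edgeR adjusted p = 0.0818) and 0.70 in M-MDSC (edgeR adjusted p = 0.0287). Psmb9 rose by 1.66 and 0.99 (edgeR adjusted p = 0.0171 and 0.00260), and the proteasome activator gene Psme2 by 1.30 and 1.05 (edgeR adjusted p = 0.00924 and 0.00332). In PMN-MDSC, 1 untreated library was far above the others for Psmb9 and Psme2.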

Flow cytometric analysis revealed a therapy-induced upregulation of MHC-I expression for PMN-MDSC in spleen and tumor, and for M-MDSC in spleen only (Fig. 4c). Moreover, upregulation of the costimulatory molecule CD86 was observed in a subset of splenic PMN-MDSC and the majority of M-MDSC. Tumor-resident M-MDSC already expressed high levels of CD86 and remained unaltered upon therapy (Fig. 4d).

**Fig. 4:**
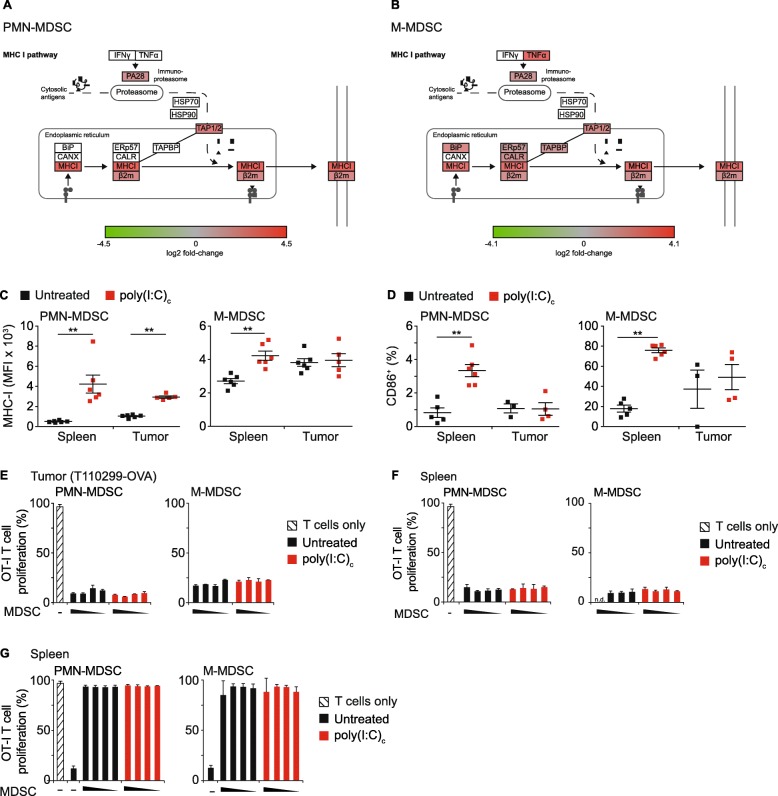
MDSC of treated mice do not acquire professional antigen presenting cell function. **a-b** Schematic representation of differential gene expression upon poly(I:C)_c_ treatment annotated in the KEGG pathway antigen processing and presentation of PMN- and M-MDSC. **c-g** Mice with orthotopic ovalbumin expressing PDAC (T112099-OVA) were treated with poly(I:C)_c_ twice prior to sacrifice at day 21 after tumor implantation. **c-d** Surface expression of MHC-I and CD86^+^ of MDSC populations at baseline and upon poly(I:C)_c_ treatment. **e-g** MDSC from (**e**) tumor and (**f-g**) spleen of untreated or poly(I:C)_c_-treated tumor-bearing mice were isolated. Splenic MDSC were either treated with OVA protein (**f**) or SIINFEKL peptide (**g**). Subsequently MDSC were co-cultured with CFSE-labelled OT-I T cells with an increasing effector (E; MDSC) to target (T; T cell) ratio (E:T) of 0.25:1, 0.5:1 and 1:1 and CFSE dilution of CD8^+^ T cells was assessed following 72 h of co-culture. **c-d** Data are shown for n = 5 to 6 mice per group. **e-g** Representative graph of two independent experiments, Data± SEM for n = 2 mice per group (n.d. = not determined; *p < 0.05; **p < 0.01)

To investigate the ability of MDSC to present tumor-associated antigen on MHC-I, ovalbumin (OVA)-expressing T110299 tumors (T110299-OVA) were used as model. 18 and 20 days after tumor induction, mice were treated with poly(I:C)_c_ or left untreated and MDSC from both tumor and spleen were isolated. Tumor-derived PMN- and M-MDSC were unable to induce antigen-dependent CD8^+^ T cell proliferation, irrespective of treatment (Fig. 4e). In Addition, we evaluated the capability of MDSC to process and cross-present OVA protein ex vivo. Splenic MDSC from T110299-OVA tumor-bearing hosts were incubated overnight with OVA protein and subsequently co-cultured with OT-I T cells for 3 days. Again, no T cell proliferation was detectable (Fig. 4f). To rule out that the lack of functional cross-presentation is due to T cell inhibition by MDSC, the presentation of exogenously added SIINFEKL peptide was assessed. For this, MDSC of T110299-OVA tumor bearing hosts were isolated, pulsed with SIINFEKL peptide and subsequently co-cultured with OT-I T cells. Peptide-loaded MDSC were able to induce a strong OT-I T cell proliferation, with no detectable differences between MDSC of untreated or treated mice (Fig. 4g). Together, these data rule out a function of MDSC as professional antigen presenting cells, which was irrespective of their polarization status.

### Therapeutic efficacy and immune activation of MDA5-targeted immunotherapy is mediated by type I IFN signaling

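Irf7, which encodes a transcription factor induced by type I IFN (ENSMUSG00000025498.15; chromosome 7, 141262706 to 141266481 on GRCm38), rose in all 4 comparisons. In PMN-MDSC from tumor it rose from 54.6 ± 13.9 CPM (SD, n = 4) to 808 ± 187 CPM (SD, n = 4), a log2 fold change of 3.88 (standard error 0.263, adjusted p = 9.6e-05) in edgeR's quasi-likelihood test, with 1 treated library below the others. Neutrophil marker genes also rose in these libraries, from a mean log2(CPM + 1) of 6.29 (4.84 to 7.55) to 8.26 (7.31 to 9.34). The groups may thus differ in their mixture of cells. The log2 fold change of Irf7 was 2.75 in PMN-MDSC from spleen (edgeR adjusted p = 0.00280), 2.95 in M-MDSC from spleen (edgeR adjusted p = 7.0e-05) and 3.01 in M-MDSC from tumor (edgeR adjusted p = 0.00216). Ifih1, which encodes MDA5, rose by 2.25 in PMN-MDSC from spleen (edgeR adjusted p = 0.00739), with 1 untreated library below the others, and by 1.87 in M-MDSC from spleen (edgeR adjusted p = 2.6e-04). In tumors it rose by 1.02 in PMN-MDSC (edgeR adjusted p = 0.0351) and 0.98 in M-MDSC (edgeR adjusted p = 0.0678). Cxcl10 rose by 3.82 in PMN-MDSC (edgeR adjusted p = 0.00500) and 4.36 in M-MDSC (edgeR adjusted p = 4.8e-04) from spleen, and by 0.38 (edgeR adjusted p = 0.599) and 0.27 (edgeR adjusted p = 0.814) in those from tumor. Its effect in tumor minus that in spleen was −3.46 in PMN-MDSC (edgeR interaction test, adjusted p = 0.0110) and −4.08 in M-MDSC (edgeR interaction test, adjusted p = 0.0302). With each library left out in turn, the change of Cxcl10 ranged from −0.051 to 0.54 in PMN-MDSC and from −0.32 to 0.66 in M-MDSC from tumor.

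In tumors, the score of IFN-stimulated genes rose from 5.58 ± 0.09 to 7.50 ± 0.41 in PMN-MDSC (SD, n = 4 each; two-sided exact permutation test, p = 0.0286), with an NES of 2.95 (adjusted p = 4.7e-27) and 46 genes higher. In M-MDSC from tumor it rose from 6.08 ± 0.23 (SD, n = 4) to 7.41 ± 0.55 (SD, n = 3; exact permutation test, p = 0.0571), with an NES of 2.53 (adjusted p = 4.5e-13) and 45 genes higher. One of these 3 treated libraries held 2.86 CPM of Ly6c2 (602 and 418 in the others), which goes against its label of Ly6C-high cells. A Reactome set of IFN-α/β signaling gave an NES of 1.77 in PMN-MDSC from spleen, 1.73 in PMN-MDSC from tumor, 1.60 in M-MDSC from spleen and 1.25 in M-MDSC from tumor (adjusted p = 0.00734, 0.00354, 0.0450 and 0.275). IFN-β and IFN-γ transcripts (Ifnb1 and Ifng) were too low to test.

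**Figure D2:**
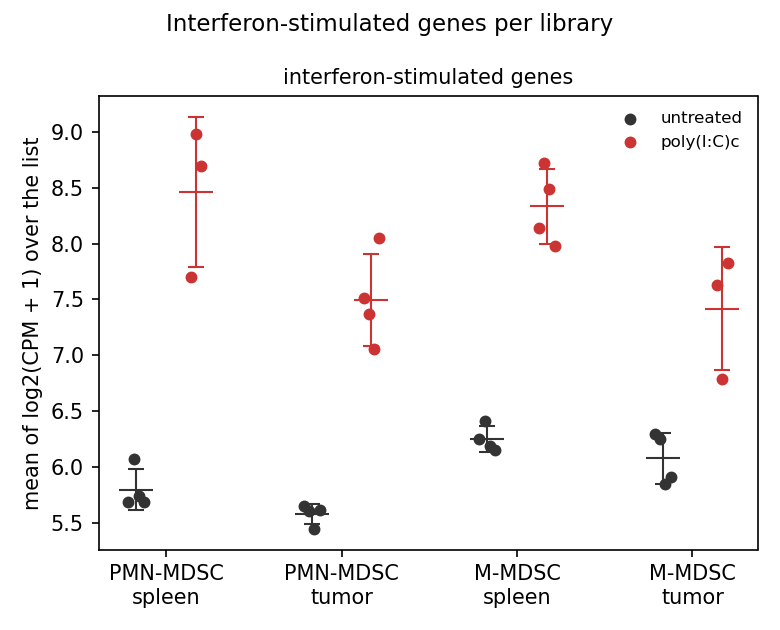
Mean log2(CPM + 1) of 46 IFN-stimulated genes in each library, with untreated libraries in dark and poly(I:C)_c_-treated libraries in red, and the mean ± SD of each group. Treated libraries lie above the untreated libraries in each of the 4 comparisons, for instance with means of 7.50 and 5.58 in PMN-MDSC from tumor.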

MDA5 activation is known to induce type I IFN and the transcriptomic profile of MDSC in poly(I:C)_c_ treated mice confirmed a predominant type I IFN response. To further evaluate the role of IFN signaling on MDSC function and tumor control, therapeutic efficacy of poly(I:C)_c_ treatment was assessed in PDAC-bearing wild-type and IFNAR1-deficient mice.

Tumor weight was significantly decreased in wild-type mice after poly(I:C)_c_ treatment, whereas no difference was observed in *Ifnar1*^*−/−*^ mice, supporting a role of IFN signaling as a prerequisite for anti-tumor efficacy **(**Fig. 5a**)**. As expected, CXCL10 serum levels of both wild-type and *Ifnar1*^*−/−*^ mice were comparable after treatment; however, IL-6 serum levels were significantly decreased in *Ifnar1*^*−/−*^ mice **(**Fig. 5a**)**. Untreated mice had comparable frequencies of MDSC and poly(I:C)_c_ treatment led to a decrease of PMN-MDSC and an increase of M-MDSC numbers in wild-type mice, but not *Ifnar1*^−/−^ mice **(**Fig. 5b**).** Furthermore, MDSC from IFNAR1-deficient mice failed to upregulate MHC-I and PD-L1 expression upon therapy, indicating a critical role for IFN signaling on MDSC numbers and phenotype upon MDA5-based immunotherapy **(**Fig. 5c-d**)**. Neither the genotype nor the treatment had an influence on CD4^+^ and CD8^+^ T cell frequencies in spleen and tumor; however, poly(I:C)_c_ failed to induce CD69 expression in T cells of *Ifnar1*^−/−^ mice (Fig. 5e-f).

**Fig. 5:**
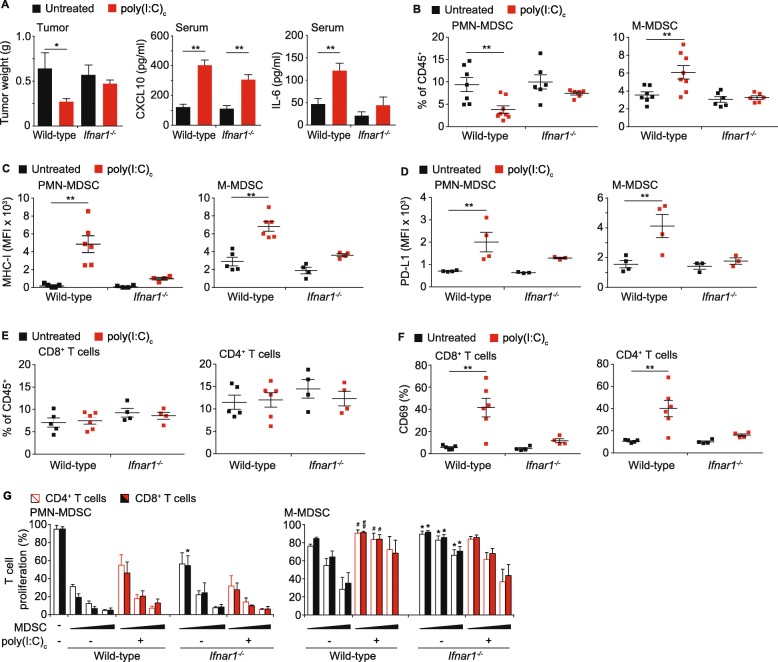
Bidirectional control of MDSC suppressive function by type I interferon signaling in PDAC. Wild type and IFNAR1-deficient mice were transplanted with T110299 orthotopic tumors and treated with poly(I:C)_c_ twice prior to sacrifice at day 21 after tumor induction. **a** Tumor weights, CXCL10 and IL-6 serum levels in untreated and treated mice. **b** Splenic MDSC frequency. **c-d** MHC-I and PD-L1 surface expression on splenic MDSC. **e-f** T cell frequency and CD69 expression on splenic T cells. **g** Splenic T cells from untreated C57BL/6 mice and MDSC from spleens of T110299 tumor-bearing wild type or IFNAR1-deficient mice were isolated and T cell suppression was analyzed ex vivo. T cells were co-cultured with an increasing effector (E; MDSC) to target (T; T cell) ratio (E:T) of 0.25:1, 0.5:1 and 1:1 for 72 h in the presence of anti-CD3/anti-CD28 mAb-coated beads. CFSE dilution of CD4^+^ and CD8^+^ T cell populations was assessed. **a-f** Data ± SEM is shown for n = 4 to 7 mice per group. **g** Data± SEM for n = 3–5 mice per group, unpaired two-sided students t test(*p < 0.05; **p < 0.01, (**g**) comparison of untreated wild type and untreated IFNAR1-deficient are depicted with *; #*p* < 0.05, ##*p* < 0.01, comparison of untreated wild type and treated wild type are depicted with #)

Our data show that MDA5-based immunotherapy in PDAC-bearing mice led to a reduction of the suppressive function of MDSC populations, concomitant with a dominant IFN signature in their transcriptomic profile. We therefore investigated the role of type I IFN signaling on the suppressive capacity of MDSC in *Ifnar1*^*−/−*^ mice. Interestingly, in untreated tumor-bearing hosts the suppressive capacity of MDSC was reduced in *Ifnar1*^*−/−*^ mice, as compared to their wild-type controls, pointing towards a role for IFN signaling in early MDSC differentiation into a suppressive phenotype **(**Fig. 5g**)**. Of note, while poly(I:C)_c_ treatment reversed the suppressive capacity of MDSC in wild-type mice, the T cell suppressive function of both PMN- and M-MDSC from *Ifnar1*^*−/−*^ mice was not significantly changed, arguing for a role of IFN signaling in regulating the suppressive function upon MDA5-based therapy.

## Discussion

PDAC remains poorly responsive to many therapies and one major hurdle is the immunosuppressive TME that is created during PDAC progression [2]. MDSC have attracted the field of tumor immunotherapy and are accepted as important factors in shaping the TME. MDSC actively contribute to the TME to preserve an immunologically compromised state. Due to their plasticity, targeting MDSC is difficult and strategies mainly focused on altering recruitment and function [21]. Human and mouse MDSC share similar features, which underlines the importance of translational mouse models as important source to develop novel targeting approaches.

We made use of an KPC-derived orthotopic pancreatic cancer model [44] and show that PDAC develop an immunosuppressive TME characterized by dense infiltration with MDSC and sparse T cell recruitment. During tumor growth, the frequency of PMN-MDSC increased systemically. Similar as observed for human disease, MDSC showed a pathologic activation with enhanced levels of arginase-1 and PD-L1, high T cell suppressive capacity, and compartmentalized differences accentuating tumor-resident MDSC with increased suppressive activity [17, 45]. Using the KPC-derived pancreatic cancer model, we observed a more potent suppressive capacity of PMN-MDSC as compared to M-MDSC. The pathological activation of PMN-MDSC is a hallmark of KPC-derived pancreatic cancer, a finding that is covered by a recent report of Li et al. in a similar tumor model, demonstrating PMN-MDSC as key determinants of the immunosuppressive TME [46]. The literature provides evidence for both MDSC populations bearing strong suppressive capacity [47–49].

During tumor progression, the tumor induces a highly complex secretome, which is characteristic for the TME and for entertaining the suppressive phenotype by accelerated myelopoiesis, impaired differentiation, and enhanced pathological activation of MDSC. In PDAC the TME is characterized by high levels of growth factors (e.g. G-CSF, GM-CSF) and cytokines (e.g. IL-6, TGF-β), accounting for the chronic inflammatory and suppressive phenotype [50]. It is conceivable that such tumor-derived signals are able to program myeloid cells towards an tumor-promoting phenotype, with systemic effects targeting spleen and bone marrow. A crucial factor involved in the generation and pathological activation of PMN-MDSC is the growth factor G-CSF, and systemic levels of G-CSF have been correlated with MDSC accumulation in several tumor models [46, 51, 52]. We speculate that G-CSF also accounts for the pathological activation of PMN-MDSC in KPC-derived pancreatic cancer, as elevated G-CSF serum levels during tumor progression correlated with the frequency of PMN-MDSC in spleen and blood. Thus, blocking G-CSF signaling could provide a means to alleviate MDSC-mediated immune suppression.

Preclinical data and early clinical trials showed that preventing the accumulation of PMN- and M-MDSC by blocking the CXCR2- and CCR2-dependent migration, respectively, might serve as strategy to change the immunosuppressive TME [53]. We sought to investigate the effects of an RLH-based immunotherapy as approach for reprogramming an immunosuppressive into a therapy-vulnerable “hot” TME [11]. We could earlier show that mimicking a viral infection by the injection of synthetic RLH ligands augmented anti-tumor immunity and greatly induced an immunogenic form of tumor cell death [26]. The RLH-targeting therapy broadly altered the cellular immune landscape in spleens and tumors, which also included alterations within MDSC populations [28]. We previously reported that the MDA5-based therapeutic efficacy in PDAC is mediated by CD8^+^ T cells [27]. Here, we show that systemic T cell activation and concomitant tumor reduction are dependent on intact IFNAR signaling. This has also been confirmed in melanoma studies showing that both lymphoid and myeloid IFNAR signaling is critical for the therapy response, underlining the central role for IFN in anti-tumor immunity [54, 55].

We found that the change in peripheral MDSC frequency upon therapy was dependent on IFNAR1 signaling. An IFN-mediated increase of M-MDSC and decrease of PMN-MDSC frequency has recently been described in the context of chronic CMV infection, which was linked to an IFN-mediated induction of IRF8 expression in myeloid precursor cells [23]. The expression of MHC-I and PD-L1 were markedly elevated upon poly(I:C)_c_ treatment, but greatly reduced in IFNAR-deficient mice. This is not surprising, as MHC-I and PD-L1 belong to the group of IFN-stimulated genes, which is in line with a recent report showing IFN as inducer of PD-L1 on MDSC [56]. However, the observed IFNAR1-dependent alterations in immune cell activation, which also included a profound T cell activation, are characteristic for the transition of a “cold” towards a “hot” tumor. Antigen presentation and T cell priming play a central role in anti-tumor immunity and IFN is required for efficient cross-presentation by DC. Immune escape mechanisms, such as downregulated MHC-I expression, are frequently used by tumors to evade immune responses. The expression of MHC-I molecules is a crucial event in engaging tumor-reactive T cells, and we confirmed upregulated MHC-I expression on tumors following poly(I:C)_c_ treatment. We saw a strong therapy-induced decrease of TAM, which - similar to MDSC - mediated profound T cell inhibition in vitro. Furthermore, therapy decreased M2 polarization of TAM. However, in contrast to MDSC, the suppressive phenotype of TAM was not altered by poly(I:C)_c_ therapy. Genes associated with antigen presentation were upregulated upon poly(I:C)_c_ treatment, and there are several reports of immunotherapeutic strategies that induce antigen presentation by MDSC, including TLR agonists [40]. In our model, poly(I:C)_c_ was used as MDA5-specific agonist and we cannot rule out potential TLR3 engagement; nevertheless, we did not observe cross-presentation of tumor-associated antigen by MDSC.

Low and chronic IFN signaling is observed in tumor-bearing hosts and has been linked to support the immunosuppressive network [54]. Similar observations have been made for other chronic disease models, such as Western diet-induced atherosclerosis or viral infections, in which chronic inflammation is accompanied by a type I IFN signature [57, 58]. In line with this, we compared the transcriptomic profiling of PDAC bulk tumors with normal pancreas tissue and confirmed an upregulated cellular response to IFN-β (adj. *p* < 0.01) (Additional file 1: Figure S3D).

There is evidence that IFN can also repolarize neutrophils and macrophages to an anti-tumor phenotype [20, 59], which is in agreement with observations made for MDSC in terms of TLR7/8- and TLR9-targeted therapies [24, 40]. Both, the TLR and MDA5 signaling cascades, lead to the activation of a shared IRF3/7 signaling pathway, with the induction of proinflammatory cytokines and type I IFN. RLH-signaling also induces proinflammatory cytokines via the NF-κB pathway consequentially upregulating CXCL10 and IL-6 levels. Interestingly, we observed reduced IL-6 levels in IFNAR1-deficient mice pointing towards a role for IFN signaling in regulating inflammation. IFNAR signaling has been shown to amplify early proinflammatory cytokine production during virus infection [60]; therefore, it is conceivable that IFN and cytokine signaling mutually act on anti-tumor immunity. We found that poly(I:C)_c_ treatment reduced the suppressive capacity of MDSC populations in wild-type mice, but not in IFNAR1-deficient mice. Of note, steady-state suppressive capacity of MDSC was significantly less-pronounces in IFNAR1-deficient hosts; thus, it is tempting to speculate that early- and late-stage IFN signaling share a causal relationship in MDSC development and tumor control.

## Conclusions

This study provides an in-depth analysis of MDSC in RLH-based immunotherapy using a state-of-the-art genetic model of pancreatic cancer. Our systematic approach and comprehensive analysis of MDSC provide an interface of cell-specific transcriptomic data analysis and cancer immunology. Our work supports a rationale for RLH-ligands as promising combination partners for other immune-based strategies, including chemo- or radiotherapy, checkpoint inhibition or CAR-T cells. Thus, combination therapies might benefit from the remodeling capacities of the RLH-based immunotherapy, to achieve greater clinical improvements.

## Supplementary information

**Additional file 1: Figure S1.** Gating strategy for the identification of MDSC populations. **Figure S2.** Poly(I:C)_c_ reduces macrophage frequency and activates macrophages, cDC, B and NK cells. **Figure S3.** Poly(I:C)_c_ triggers transcriptional reprogramming of MDSC. **Figure S4.** Significantly regulated genes in PMN- and M-MDSC upon poly(I:C)_c_ therapy.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omninus (GEO) repository with the accession number GSE126879, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126879; Until publication, enter token “mrcrekiwpnippsp” into the box to access data.

## Abbreviations

ATRA: all-trans retinoic acid
CAR: Chimeric antigen receptor
CCR2: Chemokine (C-C motif) receptor 2
cDC: conventional dendritic cell
CXCR2: Chemokine (C-X-C motif) receptor 2
FDA: Food and Drug Administration
G-CSF: Granulocyte colony-stimulating factor
GM-CSF: Granulocyte-macrophage colony-stimulating factor
IFN: Interferon
IFNAR1: IFN alpha and beta receptor 1
IRF: Interferon regulatory factor
MDA5: Melanoma differentiation-associated protein 5
MDSC: Myeloid-derived suppressor cells
MHC: Major histocompatibility complex
M-MDSC: Monocytic MDSC
OVA: Ovalbumin
PCA: Principle component analysis
PDAC: Pancreatic ductal adenocarcinoma
PD-L1: Programmed cell death ligand 1
PMN-MDSC: Polymorphonuclear MDSC
RIG-I: Retinoic acid inducible gene I
RLH: RIG-I-like helicases
TAM: Tumor associated macrophages
TAN: Tumor-associated neutrophils
TAP: Transporter associated with antigen processing
TGF: Transforming growth factor
TLR: Toll-like receptor
TME: Tumor microenvironment

How the deposited data were processed for this re-analysis (not part of the article)

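The authors deposited raw counts of fragments per gene, without normalization, with 1 column for each library. According to the methods, they mapped the reads to the mouse genome (mm10) with ContextMap and BWA, counted fragments per gene by strand with featureCounts on the Gencode v16 annotation, and ran DESeq2 for differential expression, DAVID for annotation and GSEA on sets from MSigDB, with Watchdog as workflow manager. All values given here were computed from the deposited counts. The libraries were made by PCR from total RNA, and the methods describe no molecular identifiers.

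Gene symbols, positions and summed exon lengths came from GENCODE M21 on GRCm38, the build that mm10 denotes, matched by Ensembl identifier. Both were found for 53274 identifiers, and the remaining ones were not used where a symbol or length is needed. Columns were assigned to conditions by the cell type, compartment and treatment in their names. No library was assigned from its values or its place in the table. Libraries with fewer than 1000 counts were left out, which removed 1 M-MDSC library from tumors of treated mice with 10 counts and left 34 of 35 libraries. To find a library deposited more than once, the counts of the 48 pairs of libraries within groups were compared. The chi-square per degree of freedom was 8.11 to 66.5, far from the value of copies, and 0 pairs were identical.

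Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. For differential expression, each comparison was fitted on its own treated and untreated libraries with TMM normalization, robust dispersion estimates and edgeR's quasi-likelihood F-test, which is two-sided. Genes with a mean of at least 25 counts over the libraries compared were tested. The thresholds were an adjusted p-value (Benjamini-Hochberg) under 0.001 and a change of at least 2-fold. Alternatives were DESeq2, RLE and upper-quartile scaling, no filter on low counts, at least 10 counts in every library, a fit over the 4 groups of a cell type, a fit without robust estimates, an adjusted p-value under 0.05, and each library left out in turn. Treatment effects in spleen and tumor were compared by an interaction term over the 4 groups of a cell type, at an adjusted p-value under 0.05.

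Principal components were computed from log2(FPKM + 1), centred and scaled, over genes with a median FPKM of at least 1. FPKM was computed from the deposited counts and was not taken from the authors. Alternatives were centring alone, FPKM without log, a pseudocount of 0.1, TMM scaling, genes with a mean of at least 25 counts, and each library left out. Gene lists for 8 functions and 12 cell types were written by hand before the counts were opened, in place of the MSigDB and GO sets, which were not used here. The 8 lists were tested in 4 comparisons with fgsea on genes ranked by log2 fold change, adjusted over 32 tests. Members of a list under the filter on low counts were left out of these tests. The mean log2(CPM + 1) of the tested members in each library was compared by two-sided exact permutation tests. Alternatives were camera, ranking by the signed root of the F statistic, other filters, Reactome sets, and each library left out. Reactome pathways of 10 to 500 tested genes were tested with a one-sided Fisher's exact test against all tested genes, at an adjusted p-value under 0.01. Cytokeratin levels were given as the percentage of the mean CPM of bulk tumor libraries.

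The genes named were fixed by a rule. It takes, for each comparison, the 3 highest and 3 lowest log2 fold changes among genes past the threshold whose treated and untreated libraries do not overlap, every measured gene the paper names in its text or in Fig. 4a-b, and the 3 members with the smallest adjusted p of each list. A fold change against a group whose libraries all hold at most 3 counts is given as a lower bound.

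The code was tested on simulated counts with 200 changed genes. The percentages recovered hold for the simulated changes only. They do not give the share of real changes near the fold threshold that would be called. With 4 against 3 libraries, edgeR recovered 113 of 188 changed genes that were tested (60.1%, over 7021 genes), and with 4 against 4 libraries 159 of 179 (88.8%, over 8674 genes), with 0 false calls. At an adjusted p-value under 0.05 it recovered 93.1% and 97.2%. DESeq2 recovered 88.3% and 98.3%, with 3 and 1 false calls. The interaction fit recovered 197 of 200 genes (98.5%, over 8583 genes), with 12 false calls.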

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

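All tests of explanations given here were chosen after the results were seen. Within groups of 4 libraries, a Dixon test for a single distant value was made on 193 sets of values, and 17 of them had one, where 9.65 would by chance. These were 2 of 48 summary values and 15 of 145 values of genes named in the text.

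The untreated PMN-MDSC library from spleen with 3769400 counts stood above its group in 4 genes. It held 2297 CPM of Cd74, against 600.5 to 787 in the others, 477 CPM of H2-Aa (101 to 143), 756 CPM of H2-Ab1 (159 to 239) and 199 CPM of Ccr2 (32.0 to 56.1). More antigen-presenting cells or monocytes in this sorted sample is a candidate explanation. It requires higher marker scores, and the marker lists of dendritic cells, B cells, macrophages and monocytes were highest in this library, by a mean of 0.821 on the log2 scale. That is consistent with carry-over of other cells, and no other explanation was tested.

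The untreated PMN-MDSC library from spleen with 2008010 counts, the smallest of its group, had the highest score of IFN-stimulated genes (6.07, against 5.68 to 5.74). It also had the highest H2-Q4 (111 CPM, against 49.6 to 58.7), Tap1 (254 CPM, against 111 to 133), Psmb9 (61.9 CPM, against 26.8 to 30.0) and Psme2 (38.1 CPM, against 24.9 to 26.8), but the lowest Ifih1 (43.3 CPM, against 72.2 to 77.9). If its size were the cause, the score would no longer stand apart after all libraries were thinned to 793070 counts. The Dixon ratio was 0.840 after thinning, still past the critical value, which counts against library size. No other explanation was tested.

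Among untreated M-MDSC libraries from tumor, the one with 793070 counts had a PC2 score of −55.7, against −3.80 to 1.87 in the others. After thinning of all libraries to that total the Dixon ratio was 0.896, which counts against library size as the cause.

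The remaining distant values were those of single genes, and no explanation was tested for them. In untreated PMN-MDSC from spleen, the library with 2952020 counts held 1024 CPM of Mmp8, against 625 to 678. In treated PMN-MDSC from tumor, the library with 2321910 counts held 916 CPM of Ifit3 (337 to 428 in the others) and 449.8 CPM of Nos2 (13.5 to 62.2), and the library with 2192320 counts held the lowest Irf7, at 529.8 CPM (865 to 922). H2-T22 reached 48.5 CPM in 1 untreated PMN-MDSC library from tumor (34.8 to 35.5 in the others), and Tap1 reached 264 CPM in 1 untreated M-MDSC library from spleen (172 to 179.6).

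The treatment effect differed between spleen and tumor in 282 of 8047 genes in PMN-MDSC and 69 of 8730 in M-MDSC (edgeR interaction, adjusted p-value under 0.05). It was more positive in tumor for 255 and 20 of them. Of these genes tested in both compartments, 87.7% in PMN-MDSC and 29.0% in M-MDSC were lower in treated than in untreated spleen. The genes were selected by the sign and size of the same difference, so these shares follow from the selection and cannot tell a loss of other cells from the spleen samples from a difference in the response of MDSC. Relabelling treated and untreated libraries gave at least as many genes in 3 of 100 splits for each cell type, the true labels included. Such splits keep the treatment effect in the data and can turn it into a difference between compartments, so they do not give the number of genes expected without such a difference. Depth and mouse were not tested.

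Ly6c2, which encodes the Ly6C antigen used for sorting, rose by 4.01 on the log2 scale in PMN-MDSC and 2.76 in M-MDSC from spleen. PMN-MDSC were sorted for low Ly6C, so a rise was not the direction the gate favors. Its paralog Ly6c1 rose by 5.05 CPM in PMN-MDSC and 8.64 CPM in M-MDSC. At 0.792 and 1.51 CPM in untreated libraries it stood under the level of 3 counts in the smallest of them (1.49 and 1.58 CPM). With TMM scaling over all libraries, Ly6c2 rose from 72.6 to 1160 CPM in PMN-MDSC and from 122 to 847 CPM in M-MDSC. Counts moved from Ly6c1 could not supply this rise, which argues against such a shift. Whether the paralogs shared reads after treatment could not be tested. After thinning to 793070 counts, the change of Ly6c2 was 3.99 and 2.88, which counts against library size. More monocytes among PMN-MDSC would raise the other monocyte markers, and their score fell by 2.27 (exact permutation test, p = 0.0571, the smallest possible for 3 against 4 libraries).

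Macrophage markers were high in untreated PMN-MDSC from tumor, with a score of 8.56, against 5.73 in PMN-MDSC from spleen, 7.94 in M-MDSC from tumor and 4.48 in bulk tumor. Bulk tumor RNA cannot be the source, since the markers stood at a median of 1992% of the bulk level (873 to 3491%). After thinning, the difference between tumor and spleen was 2.91, which counts against library size. Exchanged labels of PMN-MDSC and M-MDSC from tumor would bring their marker scores into one range. In untreated tumors, 4 of 4 PMN-MDSC libraries had a monocyte score below every M-MDSC library (7.75 to 8.18, against 9.26 to 9.49), which counts against an exchange there. Over untreated and treated tumors, 7 of 8 PMN-MDSC libraries had a neutrophil score above every M-MDSC library, and the exception was untreated (4.84). In treated tumors the neutrophil score was 7.31 to 9.34 in PMN-MDSC and 1.52 to 5.28 in M-MDSC, which counts against an exchange there too. Macrophages or monocytes in the sorted PMN-MDSC would lower the neutrophil score, and it was 4.18 lower in tumor than in spleen (6.29 against 10.46). This value would also arise if neutrophils in the tumor changed their expression, so these 2 explanations could not be told apart. Ly6g, which encodes the antigen the PMN-MDSC gate selects for, was low in the untreated tumor libraries labelled PMN-MDSC, with 2.92 CPM (0 to 9.19), against 63.3 CPM in PMN-MDSC from spleen and 0.209 CPM (0 to 0.563) in M-MDSC from tumor. In treated tumors it was 31.6 CPM (4.98 to 84.7) in PMN-MDSC and 0.673 CPM in M-MDSC. In untreated tumors the transcript thus goes against the label of PMN-MDSC.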

How the results depend on the processing

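The alternatives named here were set before the data were examined, except where stated, and the tests of explanations elsewhere were chosen after the results were seen. No paired analysis was possible because the deposited columns carry a running number but no mouse number, and a mouse was not inferred from the order of the columns. For the same reason, a replicate block, a covariate for mice 1 to 4 against mice 5 to 8 and the bulk tumor of the same mouse were not fitted, and each library was left out in place of each mouse.

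Across the alternatives, values of named genes kept their call and direction in 360 cases, strengthened in 80, weakened in 28 and reversed in 2. Summary results were unchanged in 229 cases, moved in 80, strengthened in 1, weakened in 6 and reversed in 2.

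The number of differentially expressed genes depended most on the tool, the filter and the threshold. In PMN-MDSC from spleen, with 3 genes in edgeR's fit, it was 517 with DESeq2, 789 without a filter on low counts, 10 with at least 10 counts in every library, 222 with the 4 groups fitted together and 703 at an adjusted p-value under 0.05. In PMN-MDSC from tumor (20), it was 193 with DESeq2, 33 with upper-quartile scaling, 314 without a filter and 223 at an adjusted p-value under 0.05. In M-MDSC from spleen (218), it was 610 with DESeq2, 579 without a filter and 719 at an adjusted p-value under 0.05. In M-MDSC from tumor (1), it was 215 with DESeq2, 449 without a filter, 46 with the 4 groups fitted together and 220 at an adjusted p-value under 0.05. With at least 10 counts in every library it was 0, with 1322 genes at an unadjusted p under 0.05, and without robust estimates 0, with 1615.

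Leaving out each library in turn gave 0 to 39 genes over 7 fits in PMN-MDSC from spleen (unadjusted p under 0.05 for 1517 to 2244 genes), 0 to 47 over 8 fits in PMN-MDSC from tumor (1146 to 1554), 57 to 246 over 8 fits in M-MDSC from spleen and 0 to 13 over 7 fits in M-MDSC from tumor (1182 to 1834).

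The share of called genes that were higher after treatment was 100%, 100%, 73.9% and 100% for PMN-MDSC from spleen, PMN-MDSC from tumor, M-MDSC from spleen and M-MDSC from tumor. With DESeq2 it was 53.2%, 72.0%, 61.8% and 64.2%, without a filter 43.9%, 70.4%, 64.8% and 66.8%, and at an adjusted p-value under 0.05 48.6%, 69.1%, 59.4% and 64.1%. With 4 groups fitted together it was 50.9%, 100%, 75.7% and 84.8%.

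The number of genes called in both compartments of PMN-MDSC (2) was 112 with DESeq2, 155 without a filter, 21 with 4 groups fitted together, 1 without robust estimates, 125 at an adjusted p-value under 0.05 and 0 to 10 with each of 15 libraries left out. In M-MDSC (1) it was 117, 158, 37, 0, 122 and 0 to 12, and 0 with at least 10 counts in every library.

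The NES of IFN-stimulated genes stayed between 2.88 and 3.27 in PMN-MDSC from spleen, 2.85 and 2.93 in PMN-MDSC from tumor, 2.51 and 2.79 in M-MDSC from spleen and 2.34 and 2.66 in M-MDSC from tumor with each library left out. The Reactome set of IFN-α/β signaling gave 1.25 in M-MDSC from tumor. For MHC class I genes in M-MDSC from tumor, the NES fell to 1.29 without a filter. For M2 genes in M-MDSC from spleen, the NES ranged from −1.63 to −0.97 and the difference in score from −0.59 to −0.25 with each library left out. For immature neutrophil genes in PMN-MDSC from spleen, ranking by the signed root of the F statistic gave an NES of 1.42, camera an adjusted p of 0.338, and leaving out each library an NES from −1.48 to 2.20 and a difference in score from −0.71 to 0.47, so the direction was not stable.

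With the genes called by DESeq2, 10 Reactome pathways passed in PMN-MDSC from spleen, 21 in PMN-MDSC from tumor, 12 in M-MDSC from spleen and 12 in M-MDSC from tumor. With each library left out, an alternative chosen after seeing the data, 0 to 4, 0 to 9 and 5 to 13 passed in the first 3 of these. The number of PMN-MDSC genes whose treatment effect differed between compartments was 45 with at least 10 counts in every library, 501 with DESeq2, 0 at the stricter threshold for differential expression and 75 to 447 with each library left out. In M-MDSC it was 307 with DESeq2, 1 at the stricter threshold and 7 to 250 with each library left out.

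In PMN-MDSC, the share of PC1 was 55.3% with centring alone, 43.9% without log, 50.6% over genes with a mean of at least 25 counts and 44.8 to 47.8% with each library left out. That of PC2 was 10.1% with centring alone, 12.3% over genes with a mean of at least 25 counts and 10.2 to 12.1% with each library left out. In M-MDSC, the share of PC1 was 33.1% with centring alone, 24.8% without log, 24.4% with TMM scaling, 28.4% over genes with a mean of at least 25 counts and 25.5 to 28.5% with each library left out, and that of PC2 17.7% and 15.4 to 18.0% in the latter 2 settings. The exact permutation p of PC2 scores in PMN-MDSC from tumor was 0.0571 with log2(FPKM + 0.1) and 0.0286 to 0.114 with each library left out. Of the 1000 PC2 genes, the share with the same direction was 74.5% in PMN-MDSC when chosen in spleen alone and 75.7 to 85.3% with each library left out. In M-MDSC it was 83% when chosen in spleen alone, 92.1% with centring alone and 87.8 to 99.5% with each library left out.

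For Krt8 in PMN-MDSC, the percentage of bulk tumor was 2.58 by the median over libraries, 3.69 with TMM scaling and 2.68 to 4.12 with each library left out, the last chosen after seeing the data. The log2 fold change of Cxcl10 in tumors ranged from −0.051 to 0.54 in PMN-MDSC and −0.32 to 0.66 in M-MDSC with each library left out.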

Differences from the paper's values

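The tests of explanations printed in the closing section were chosen after the results were seen, and none of them is used to explain a difference from the paper. The paper reports 420 differentially expressed genes in PMN-MDSC from spleen, and edgeR called 3. Of 10 alternatives set before the data were examined, only DESeq2, with 517 genes, came within a factor of 1.5, and the others did not. In PMN-MDSC from tumor the paper reports 180 genes and edgeR called 20. DESeq2 (193) and an adjusted p-value under 0.05 (223) closed the gap, and the others did not. In M-MDSC from spleen the paper reports 584 genes and edgeR called 218. DESeq2 (610), no filter on low counts (579) and an adjusted p-value under 0.05 (719) closed the gap, and the others did not. In M-MDSC from tumor the paper reports 210 genes and edgeR called 1. DESeq2 (215) and an adjusted p-value under 0.05 (220) closed the gap, and the others did not.

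The paper reports 100 genes shared between spleen and tumor in PMN-MDSC, against 2 here. DESeq2 (112) and an adjusted p-value under 0.05 (125) closed the gap. In M-MDSC it reports 113 shared genes, against 1 here, and DESeq2 (117), no filter on low counts (158) and an adjusted p-value under 0.05 (122) closed the gap. The other alternatives did not.

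The paper states that components of the MHC class I machinery were up-regulated in both cell types. Of the 23 genes on the list, edgeR called 0 in PMN-MDSC and 6 in M-MDSC from spleen, and DESeq2 called 9 and 11. DESeq2's calls in PMN-MDSC from spleen included B2m, Tap1, Psmb9 and Psme2 but not Psmb8 or Tap2.

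The percentages of variance were close to the paper's. The cytokeratin percentages of bulk tumor, at 3.71% for Krt8 and 4.28% for Krt18 in PMN-MDSC and 1.75% and 1.72% in M-MDSC, lay above the bound of 1% in the paper. The paper's text does not name the reference of its percentage, so the values may not measure the same quantity, and the median over libraries, at 2.58% for Krt8 in PMN-MDSC, also lay above it. In Fig. 3d, the running score of the set of genes lower in PMN-MDSC than in neutrophils is negative, while the text describes an enrichment of the neutrophil signature. The list of mature neutrophil genes used here had a positive NES of 2.21.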

Other observations

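The tests of explanations given here were chosen after the results were seen. The libraries of each comparison were also relabelled. Splits other than the true one keep the treatment effect within their groups, which widens the spread there. Their numbers of genes are therefore not those expected without a treatment effect. In each of the 4 comparisons, 1 of 35 splits of the libraries, the true one, gave at least as many edgeR calls as the true labels, and the most among other splits was 0. For DESeq2 it was also 1 of 35, and the other splits gave at most 98 genes in PMN-MDSC from spleen, 12 in PMN-MDSC from tumor, 9 in M-MDSC from spleen and 18 in M-MDSC from tumor. For genes shared by both compartments it was 1 of 100 splits in each cell type.

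MHC class II genes fell in spleen. If treatment removed other antigen-presenting cells from the sorted PMN-MDSC, the marker lists of such cells would fall as well. The lists of dendritic cells, B cells and macrophages changed by a mean of −1.43 on the log2 scale, and all 3 fell, which is consistent with fewer such cells in the treated samples. In M-MDSC the mean change of these lists was 0.248, with a range of −0.0523 to 0.408 when each library was left out, and a single treated library held most of the B cell signal (6.55, against 2.73 to 3.42 in the other treated libraries). All 3 lists rose, but up to 2 of them fell when a single library was left out. The lists showed no fall of the size seen in PMN-MDSC (−1.43), but they do not decide this explanation in M-MDSC. After thinning to 793070 counts, the MHC class II score still changed by −2.87 in PMN-MDSC and −1.52 in M-MDSC, so library size does not account for it. In M-MDSC from spleen Ciita, which encodes the transcriptional activator of these genes, fell by 3.18. In tumors the MHC class II score fell from 9.25 ± 0.17 to 7.43 ± 1.00 in PMN-MDSC (NES −2.17, adjusted p = 4.7e-07) and from 9.07 ± 0.14 to 7.60 ± 1.13 in M-MDSC (NES −2.01, adjusted p = 3.1e-04).

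The rise of mature neutrophil genes in PMN-MDSC from spleen was still 0.851 on the log2 scale after thinning, which counts against library size. A larger share of neutrophils among the sorted cells would raise all genes of the list by the same factor. This holds only for genes that the other cells do not express. Of the 30 genes, 43.3% differed from the list's median of 1.09 by more than 2 standard errors, with a range from −1.46 to 2.55. Expression of these genes in the other cells was not examined, so the spread cannot tell a changed share from changed expression. A changed share on top of changed expression was not tested.

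Marker lists of other cell types also changed in PMN-MDSC from spleen. Means of untreated and treated libraries were 2.68 and 0.31 for erythroid, 2.56 and 0.75 for dendritic cell, 5.72 and 4.17 for monocyte and 10.46 and 11.62 for neutrophil markers. In M-MDSC from spleen the erythroid markers fell from 1.54 to 0.23. In tumors, neutrophil markers rose from 6.29 to 8.26 in PMN-MDSC. In M-MDSC from tumor, monocyte markers fell from 9.41 to 7.93 and macrophage markers went from 7.94 to 8.89, and 1 of the 3 treated libraries held the extreme of both. It had a monocyte score of 6.67 (8.97 and 8.14 in the other two), a macrophage score of 9.71 (8.10 and 8.85) and 2.86 CPM of Ly6c2 with TMM scaling over all libraries (602 and 418). These values go against its label of Ly6C-high cells. The library was kept, and without it 13 genes were called in M-MDSC from tumor.

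The paper measured a lower suppressive function of MDSC after treatment by co-culture. Preranked enrichment found no shift of a list of suppressive mediators as a whole, with an NES of 1.33, 1.15, 1.41 and 0.90 in PMN-MDSC from spleen, PMN-MDSC from tumor, M-MDSC from spleen and M-MDSC from tumor (adjusted p = 0.183, 0.373, 0.159 and 0.636). It can miss members that change in opposite directions. In the same order, 8 of 15, 6 of 17, 4 of 12 and 6 of 18 tested members had an edgeR adjusted p under 0.05 over the list. Over all genes these were 4, 2, 4 and 4. Of the tested members, 8 were higher and 7 lower in PMN-MDSC from spleen, 9 and 8 in PMN-MDSC from tumor, 6 and 6 in M-MDSC from spleen and 10 and 8 in M-MDSC from tumor. Tgfb1 had a log2 fold change of −1.13 in PMN-MDSC (edgeR adjusted p = 0.0547) and −0.54 in M-MDSC (edgeR adjusted p = 0.0988) from spleen. Arg1 had −0.55 in PMN-MDSC (edgeR adjusted p = 0.246) and −0.66 in M-MDSC (edgeR adjusted p = 0.306) from tumor. Nos2 went from 0.33 to 68.1 CPM in PMN-MDSC from spleen, at least 44.1-fold (edgeR adjusted p = 0.0252), but 1 treated library held 243 CPM and the other two 3.31 and 6.53, with TMM scaling over all libraries. Its log2 fold change was 3.91 in PMN-MDSC (edgeR adjusted p = 0.150) and 3.28 in M-MDSC (edgeR adjusted p = 0.0254) from tumor. In PMN-MDSC from tumor a single treated library carried most of the Nos2 counts. Cd274, which encodes PD-L1, rose by 1.76 in M-MDSC from spleen (edgeR adjusted p = 7.5e-04). In M-MDSC from tumor, Cd274 stood at 84.0 to 133 CPM in untreated and 198 to 270 CPM in treated libraries, with TMM scaling over all libraries. These ranges overlapped in PMN-MDSC from spleen (72.2 to 127 and 75.2 to 219 CPM) and from tumor (189 to 302 and 224 to 519 CPM). Ccr2 fell by 2.73 on the log2 scale in M-MDSC from spleen (edgeR adjusted p = 5.7e-04), from 1345 to 203 CPM. In PMN-MDSC from spleen Ccr2 fell from 82.7 to 1.43 CPM, at least 38.0-fold (edgeR adjusted p = 0.00671), with 1 untreated library far above the others.

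An effect past a threshold in 1 compartment and not in the other is not shown to differ. For the scores of the 8 gene lists, the interaction of treatment and compartment was tested by 9999 permutations of the residuals of a model without it, a two-sided test chosen after seeing the data. The effect on IFN-stimulated genes was smaller in tumor than in spleen by 0.728 in PMN-MDSC (permutation p = 0.0913) and 0.715 in M-MDSC (permutation p = 0.0528). That on MHC class I genes was smaller by 0.452 (permutation p = 0.0613) and 0.479 (permutation p = 0.0124), and that on M1 genes in M-MDSC by 1.04 (permutation p = 0.0102). M2 genes in PMN-MDSC changed by −1.38 in spleen and −0.586 in tumor (permutation p = 0.0473 for the interaction). Their NES in preranked enrichment was −1.75 in spleen (adjusted p = 0.0115) and −1.76 in tumor (adjusted p = 0.0129). With p under 0.05 in 3 of 16 tests of the interaction, the adjusted values were at least 0.0992. For single genes the effect did differ between compartments, as for Cxcl10, whose effect in tumor minus that in spleen was −3.46 in PMN-MDSC (edgeR interaction test, adjusted p = 0.0110) and −4.08 in M-MDSC (edgeR interaction test, adjusted p = 0.0302). Of the 218 genes called in M-MDSC from spleen, 187 changed in the same direction in tumor, and the others changed in the opposite direction or were not tested there. Of the 20 genes called in PMN-MDSC from tumor, 20 did so in spleen.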
